# Caspase-11 promotes high-fat diet-induced NAFLD by increasing glycolysis, OXPHOS, and pyroptosis in macrophages

**DOI:** 10.3389/fimmu.2023.1113883

**Published:** 2023-01-26

**Authors:** Charles Drummer, Fatma Saaoud, Nirag C. Jhala, Ramon Cueto, Yu Sun, Keman Xu, Ying Shao, Yifan Lu, Huimin Shen, Ling Yang, Yan Zhou, Jun Yu, Sheng Wu, Nathaniel W. Snyder, Wenhui Hu, Jia ‘Joe’ Zhuo, Yinghui Zhong, Xiaohua Jiang, Hong Wang, Xiaofeng Yang

**Keywords:** non-alcoholic fatty liver disease (NAFLD), non-alcoholic steatohepatitis (NASH), caspase-11, inflammation, pyroptosis

## Abstract

**Introduction:**

Non-alcoholic fatty liver disease (NAFLD) has a global prevalence of 25% of the population and is a leading cause of cirrhosis and hepatocellular carcinoma. NAFLD ranges from simple steatosis (non-alcoholic fatty liver) to non-alcoholic steatohepatitis (NASH). Hepatic macrophages, specifically Kupffer cells (KCs) and monocyte-derived macrophages, act as key players in the progression of NAFLD. Caspases are a family of endoproteases that provide critical connections to cell regulatory networks that sense disease risk factors, control inflammation, and mediate inflammatory cell death (pyroptosis). Caspase-11 can cleave gasdermin D (GSDMD) to induce pyroptosis and specifically defends against bacterial pathogens that invade the cytosol. However, it’s still unknown whether high fat diet (HFD)-facilitated gut microbiota-generated cytoplasmic lipopolysaccharides (LPS) activate caspase-11 and promote NAFLD.

**Methods:**

To examine this hypothesis, we performed liver pathological analysis, RNA-seq, FACS, Western blots, Seahorse mitochondrial stress analyses of macrophages and bone marrow transplantation on HFD-induced NAFLD in WT and Casp11–/– mice.

**Results and Discussion:**

Our results showed that 1) HFD increases body wight, liver wight, plasma cholesterol levels, liver fat deposition, and NAFLD activity score (NAS score) in wild-type (WT) mice; 2) HFD increases the expression of caspase-11, GSDMD, interleukin-1β, and guanylate-binding proteins in WT mice; 3) Caspase-11 deficiency decreases fat liver deposition and NAS score; 4) Caspase-11 deficiency decreases bone marrow monocyte-derived macrophage (MDM) pyroptosis (inflammatory cell death) and inflammatory monocyte (IM) surface GSDMD expression; 5) Caspase-11 deficiency re-programs liver transcriptomes and reduces HFD-induced NAFLD; 6) Caspase-11 deficiency decreases extracellular acidification rates (glycolysis) and oxidative phosphorylation (OXPHOS) in inflammatory fatty acid palmitic acid-stimulated macrophages, indicating that caspase-11 significantly contributes to maintain dual fuel bioenergetics—glycolysis and OXPHOS for promoting pyroptosis in macrophages. These results provide novel insights on the roles of the caspase-11-GSDMD pathway in promoting hepatic macrophage inflammation and pyroptosis and novel targets for future therapeutic interventions involving the transition of NAFLD to NASH, hyperlipidemia, type II diabetes, metabolic syndrome, metabolically healthy obesity, atherosclerotic cardiovascular diseases, autoimmune diseases, liver transplantation, and hepatic cancers.

## 1 Introduction

Nonalcoholic fatty liver disease (NAFLD) is the most common form of chronic liver disease in the Western world. 10% to 40% of adults in the United States are estimated to have some form of NAFLD (1–3). NAFLD is an umbrella term referring to two underlying conditions: nonalcoholic fatty liver (NAFL; also known as hepatic steatosis) and nonalcoholic steatohepatitis (NASH) (4), the inflammatory phase of the disease. Inflammatory liver damage associated with NASH can lead to liver cirrhosis, liver failure, and hepatocellular carcinoma (1, 5–8). NAFLD is considered the hepatic manifestation of metabolic syndrome and metabolically healthy obesity (9–12). In addition, NAFLD is associated with adverse cardiovascular events and contributes to subclinical atherosclerosis (13, 14). Histologically, NAFLD is different from the alcoholic liver disease in at least 11 histologic features results from lipid metabolism imbalance leading to the accumulation of fatty acids in hepatocytes (15, 16). Changes in fatty acid uptake, fatty acid synthesis, lipolysis, β-oxidation and circulating lipoprotein result in hepatocytes exceeding their capacity to safely store lipids (16). These changes lead to the accumulation of toxic lipid species (ceramides, diacylglycerol, lipid peroxides, and oxidized phospholipids) and the subsequent proinflammatory, lipotoxicity-induced hepatocyte cell death (17).

The liver has the highest number of macrophages of any solid organ, which are classified as Kupffer cells (KCs) and monocyte derived macrophages (MDMs) (18–20). Macrophages play a critical role in the initiation and propagation of inflammation in both patients and animal models of NAFLD/NASH (21–25). This is illustrated by the fact that the depletion of KCs is sufficient in halting the NAFL to NASH transitions and preventing the recruitment of bone marrow generated MDMs significantly decreases inflammation associated with NASH (21, 26). Microenvironmental stimuli ultimately determine the function and phenotypic characteristics of the two macrophage subsets and both populations are involved in the development of NAFLD (27–30). Both KCs and MDMs can further differentiate into proinflammatory type 1 (M1) macrophages, which are the primary sources of proinflammatory cytokine secretion and generators of reactive oxygen species (ROS) (31–36) or anti-inflammatory and inflammation resolution type 2 (M2) macrophages (26). True differentiation/polarization of these populations requires single cell transcriptomic analysis of key mediators (22, 23). Therefore, this study will focus on both populations and referred to them collectively as “hepatic macrophages (HMΦs)”. KCs are liver tissue-resident macrophages and reside within liver acinus zone 1 (22, 23). Activated KCs in NAFLD/NASH patients are F4/80^+^, CD14^+^, CD16^+^ and CD68^+^ (21, 27, 37–40) and in NAFLD mouse models are F4/80^+^, CD11b^low^, CD68^+^ and Clec4f^+^ (21, 27, 38). KCs have several homeostatic functions including clearance of damaged red blood cells, iron metabolism, bilirubin metabolism, and cholesterol metabolism (18, 19, 31, 41–43).

MDMs arise from Ly6C^+/high^ bone marrow (BM)-derived monocytes recruited to the liver in response to liver inflammation (21–23). Upon maturation, MDMs transition to a Ly6C^-/low^ status and reside in hepatic acinus zones 2 and zone 3 (22, 23, 44, 45). These MDMs repopulate the liver macrophage niche in hepatic acinus zone 1, with the microenvironment and secretomes from liver sinusoidal endothelial cells (LSECs) allowing for the development of a “KC-like” phenotype and functionality (27, 29, 30, 38). Recent studies have added more context to this binary system (46). Hepatic macrophages play a significant role in NAFLD (21, 47–50). MDMs are a population of HMΦs capable of repopulating the liver when KCs are depleted in chronic liver diseases. Furthermore, clinical trials have demonstrated that preventing MDM infiltration decreases inflammatory liver damages (21, 23, 27, 29, 30, 38, 50–54).

Inflammasomes and inflammatory caspases, such as caspase-1 and caspase-4 (humans)/caspase-11 (mice), have two coupled functions: 1) serve as sensors for danger associated molecular patterns (DAMPs) and viral and bacterial infections-related pathogen associated molecular patterns (PAMPs) and 2) initiate inflammation signaling and promote inflammatory cell death (pyroptosis) (55–70), which specifically antagonize infection but can cause detrimental inflammation as well (71). Recent studies have shown promise in treating NAFLD with therapeutics targeting the nucleotide-binding domain (NOD)-, leucine-rich repeat (LRR)- and pyrin domain-containing protein 3 (NLRP3) inflammasome, suggesting that targeting pyroptosis is a viable option for treating the disease (72, 73). While current pyroptosis targeting therapeutics focus on the inflammasomes that activate caspase-1, the caspase-11-dependent pathway presents a novel therapeutic target. Our group and others have demonstrated that caspase-1 deficiency is protective against HFD-induced NAFLD to NASH progression (57, 74). However, the roles of caspase-11-dependent pathway have not been defined in HFD-induced NAFLD (75, 76).

As we recently published in our novel data mining analysis of 4249 genes in 27 mouse models of NAFLD, caspase-11 mediates liver pyroptosis in both patients and mouse models of NASH *via* lipid peroxidation and trained immunity (innate immune memory) pathways (77). Other studies have demonstrated that lipid peroxidation can generate endogenous ligand for caspase-11, which impacts animal models of sepsis (78–80).

Endotoxin levels and gut-derived Gram-negative bacteria are elevated in patients with NAFLD (81). A previous study involving two obese individuals showed that the nonvirulent endotoxin-producing strains of pathogenic species that were overgrowing in obese people’s guts can cause NAFLD and related metabolic problems. The most upstream and crucial biological process that causes all phenotypes in NAFLD and other related metabolic disorders is the host’s TLR4 receptor (82). Another study involved Nine hundred and twenty adults randomly selected from the government’s census database and underwent proton-magnetic resonance spectroscopy to assess hepatic steatosis showed that NAFLD patients had slightly higher lipopolysaccharide-binding protein (LBP) endotoxin markers associated with insulin resistance and dyslipidemia and that people with modest alcohol consumption have lower serum endotoxin (83). Similarly, another study involving one hundred and fifty-five patients with NAFLD and twenty-three control individuals showed that endotoxin levels were significantly higher in NAFLD patients than in controls, with particularly noticeable increases in early-stage fibrosis (84). However, several important questions remain to be addressed: 1) Why NAFLD cannot be developed in germ-free mice; and why LPS-containing Gram-negative bacteria overgrowing in human gut microbiota are linked to NAFLD (82). 2) Why NAFLD can be a significant proinflammatory driver for second wave of atherosclerosis (11, 12). We previously reported a novel metabolically healthy obesity mouse model, in which atherosclerosis is decreased due to proinflammatory microRNA-155 (miR155) deficiency in apolipoprotein E deficient (ApoE^–/–^) mice but NAFLD development is sustained (10). 3) Why HFD model becomes an essential component for all 27 models of NAFLD. Here we sought to determine whether caspase-11 plays a role in promoting HFD-induced NAFLD. We found that HFD feeding for 12 weeks drives NAFLD in WT mice, which are transcriptionally distinct from WT liver fed with normal chow diet (NCD). HFD increased gene expressions of caspase-11, gasdermin D (GSDMD), interleukin-1β (IL-1β), and guanylate-binding proteins (GBPs) in liver. However, caspase-11 deficiency significantly decreased liver IL-1β concentrations, reduced N-terminal GSDMD expression on plasma membrane, significantly re-programed liver transcriptomes, and attenuated hepatic monocyte/macrophage pyroptosis in HFD-induced NAFLD. BM-derived monocytes/macrophages play more significant roles than liver resident monocytes/macrophages in developing pyroptosis. To determine the underlying mechanisms, we performed a set of experiments and found that caspase-11 deficiency significantly decreased extracellular acidification rate (ECAR) from glycolysis and oxidative phosphorylation (OXPHOS), indicating that caspase-11 significantly contributes to maintain dual fuel bioenergetics — glycolysis and OXPHOS in proinflammatory fatty acid palmitic acid-stimulated macrophages, and potentially promotes transition of M2 macrophages into M1 macrophages. These results provide novel insights on the roles of caspase-11-GSDMD pathway in promoting hepatic macrophage inflammation and novel targets for future therapeutic interventions involving transition of NAFLD to NASH, hyperlipidemia, type-II diabetes, metabolic syndrome, atherosclerotic cardiovascular diseases, autoimmune diseases, liver transplantation, and hepatic cancers.

## 2 Materials and methods

### 2.1 Animal care

All animal experiments were performed in accordance with the Institutional Animal Care and Use Committee (IACUC) guidelines and were approved by the IACUC of Lewis Katz School of Medicine (LKSOM) at Temple University. Wild-type (WT) mice were of a C57BL/6J background, and caspase-11 knockout (Casp11^–/–^) mice were purchased from Jackson Laboratories (Bar Harbor, ME). Mice were housed under controlled conditions in the LKSOM Animal Facility, where they had *ad libitum* access to standard chow diet control/HFD, water, and were subject to a 12-hour light-dark cycle. Mice were age-matched and gender-specific in all experiment groups. At eight to ten weeks old, male mice either remained on normal chow diet (10.7% fat, 23.9% protein, 5.1% fiber, 58.7% carbohydrate/other, 200ppm cholesterol; Labdiet 5001) or switched to HFD [20% (w/w) fat, 17.4% protein, 5% fiber, 49.9% carbohydrate/other, 2027 ppm cholesterol (0.15% (w/w) cholesterol); AIN-76A] (Research Diets, NJ).

### 2.2 Histological NAFLD activity score analysis

There are different parameters used to histologically grade NAFLD/NASH progression including: macrovesicular steatosis, microvesicular steatosis, lobular inflammation, Mallory Body occurrence, hepatocellular iron, KC activation, and hepatocyte ballooning (1, 85, 86). The most common NAFLD/NASH grading rubric is the “NAFLD Activity (NAS) Score” which combines (macrovesicular) steatosis, lobular inflammation, and hepatocyte ballooning on a scale from 0 (no NAFLD) to 8 (severe disease) (1, 85, 86). Mice were sacrificed *via* ketamine overdose and cervical dislocation. Body weight was measured then mice were affixed to a Styrofoam surface. Blood was collected *via* cardiac puncture and the liver was perfused *via* the portal vein with 10 ml of phosphate buffered saline (PBS). Isolated liver was weight, washed with PBS. A liver sample was collected and preserved in 10% formalin for 8 – 10 hours at room temperature (RT), washed with PBS then stored in 75% ethanol. Hematoxylin and eosin staining was carried out by AML Laboratories (St. Augustine, FL). NAFLD Activity Score (NAS) was determined by Dr. Nirag Jhala, MD (Professor, Pathology and Laboratory Medicine) from Temple University Hospital (Philadelphia, PA).

### 2.3 Plasma cholesterol measurement

Blood was collected in 5% coated tubes *via* from the cardiac puncture of anesthetized animals. Plasma was collected by low-speed centrifugation for 20 minutes at 4°C. Plasma cholesterol levels in each sample were analyzed at the Mouse Metabolic Phenotyping Center at the University of Cincinnati (C1052-lipid Profiles) by colorimetric assays using Cholesterol Reagent Set. Reactions were run in microtiter plates and analyzed on a plate reader (https://med.uc.edu/institutes/mmpc/select-a-test/lipid-metabolism).

### 2.4 Bone marrow transplantation

Six to eight weeks old recipient (male, CD45.2^+^) mice were irradiated with 750 to 950 cGy (RS-2000 Biological Irradiator, Buford, GA). Eight to ten weeks old donor (male, CD45.1^+^) mice were sacrificed as described above. After euthanasia, femur and tibia were amputated and stored in PBS on ice. Marrow was flushed from the bone, passed through a 70-um filter. Red blood cells were eliminated using erythrocyte lysis buffer (8.29 g/L NH_4_Cl, 1 g/L KHCO_3_, 37.2 mg/L EDTA, double-distilled H_2_O, pHed to pH 7.2). 1x10^6^ cells from donor mice were transplanted by retro-orbital injection into recipient mice.

### 2.5 Liver single cell suspension and immune cell fractionation

Mice were sacrificed, and liver was perfused *via* the portal vein with 10 ml of PBS. Isolated liver was weight, cut into 1-1.5 mm pieces and stored in 5 ml Liver Digestion Medium (ThermoFisher, 17703034) on ice until ready for digestion. Liver suspensions were incubated in a 37 °C water bath for 20-30 minutes on an orbital shaker. Digestion medium was collected in 5.0 ml Eppendorf tubes for cytokine analysis. Liver suspensions were filtered through a 70-um filter. Red blood cells were eliminated using erythrocyte lysis buffer. HMΦs were separated from hepatocytes using 33% Percoll solution (Sigma-Aldrich, P1644).

### 2.6 Western blot and ELISA analysis

Immune cell fraction was prepared from mouse liver as described above. Fractionated immune cells were lysed and protein isolated using an acid-guanidinium-phenol based reagent TRIzol (ThermoFisher, GE17-0891-01) according to manufacturer’s instructions. Protein was concentrated using Protein Concentrator polyethersulfone (PES), 10K molecular weight cutoff (MWCO) (ThermoFisher, 88503). Protein was quantified using colorimetric Pierce BCA Protein Assay Kit (ThermoFisher 23225). Protein was run on 12.5% gel and transferred to polyvinylidene difluoride (PVDF) membrane. Membranes were blocked using 5% bovine serum albumin (BSA) for 1 hour. Primary antibodies were diluted in Tris-buffered saline (TBS) (0.2% Tween-20) buffer and incubated at 4°C overnight. Primary antibodies used: caspase-11 (ThermoFisher, 14-9935-82), GSDMD (Abcam, ab209845), and β-Actin (Sigma-Aldrich, ab6276). Secondary antibodies were diluted in TBS (0.2% Tween-20, 0.01% SDS) and incubated for 30 minutes to 1 hour at RT. Secondary antibody used: IRDye 680RD (LI-COR), IRDye 800CW (LI-COR). Membranes were scanned using LI-COR Odyssey Crx (Li-Cor Biosciences, Lincoln, NE). Image processing was performed using Image Studio Analysis (LI-COR). Liver IL-1β levels were assessed using the Mouse IL-1 beta/IL-1F2 Quantikine ELISA Kit (R&D Systems, MLB003) following the manufacturer’s instruction.

### 2.7 Flow cytometric quantification of hepatic macrophages and noncanonical pyroptosis

Animals were sacrificed and livers were collected as described above. Fractionated immune cells were collected. Cells were incubated with CD16/CD32 FcR-blocking antibody (BD Bioscience, 553142) on ice for 20 minutes. Live/Dead staining was performed using Zombie Aqua (Biolegend, 423101) with a 30-minute incubation on ice. HMΦ surface staining was performed using the following panel: APC-Cy7_CD45 (BioLegend, 103116), FITC_I-A/I-E (MHCII) (BioLegend, 107605), PerCP-Cy5.5_CD11b (BioLegend, 101228), BV510_Ly6G (BioLegend, 127633), BUV395_F4/80 (BD Biosciences, 565614), BV421_CCR2 (BioLegend, 150605), APC_Ly6C (BioLegend, 128016), PE-Cy7_CD206 (ThermoFisher, 25-2061-82), BV785_CD86 (BioLegend, 105043). HMΦ pyroptosis was performed using the following panel: FAM-LEHD-FMK (caspase-11 activity assay), APC-Cy7_CD45 (BioLegend, 103116), BV510_Ly6G (BioLegend, 127633), PerCP-Cy5.5_CD11b (BioLegend, 101228), Ly-6C_AF700 (BioLegend, 128024), BUV395_F4/80 (BD Biosciences, 565614), GSDMDC1_AF674 (Santa Cruz Biotechnology, sc-393581 AF647). Flow cytometric data was acquired using LSR-II Flow Cytometer (BD Bioscience). Mean fluorescent intensity (MFI) and population percentages were analyzed using FlowJo (Ashland, OR).

### 2.8 RNA-sequencing

RNA-seq was performed using the immune cell fraction from male WT and Casp11^–/–^ mice fed 12-week HFD. Animals were sacrificed and livers were collected. Fractionated immune cells were lysed and RNA isolated using TRIzol (ThermoFisher, GE17-0891-01) according to manufacturer’s instructions. RNA was quantified using Nanodrop (ThermoFisher). Frozen RNA samples were sent to Genewiz (South Plainfield, NJ) for RNA-seq analysis. Total RNA libraries were prepared by using Pico Input SMARTer Stranded Total RNA-seq Kit (Takara). In short, 10 ng total RNA from each sample was reverse transcribed *via* random priming and reverse transcriptase. Full-length cDNA was obtained with SMART (Switching Mechanism At 5′ end of RNA Template) technology. The template-switching reaction was used to keep the strand orientation of the RNA. The ribosomal cDNA was hybridized to mammalian-specific R-Probes and then cleaved by ZapR. Libraries containing Illumina adapter with TruSeq HT indexes were subsequently pooled and loaded to the Hiseq 2500. Single end reads at 75 bp with 30 million reads per sample were generated for bioinformatic analysis FASTQ files were mapped to the mouse mm10 genome using STAR Aligner and BAM alignment files were imported into Qlucore Omics Explorer and used to generate expression data (transcripts per million, TPM). All original RNA-seq data were deposited in the NCBI’s Gene Expression Omnibus database (GSE221005).

### 2.9 Measurement of extracellular acidification rate and mitochondrial parameters in palmitic acid stimulated bone marrow-derived macrophages

Bone marrow-derived macrophages were isolated from tibias and femurs of WT and Casp11^–/–^ as we previously reported (12). Briefly, femurs and tibias were sprayed with 75% alcohol in Petri dish containing Roswell Park Memorial Institute medium (RPMI) 1640 (Gibco, Grand Island, NY) with 2% FBS. The bones were cut off at both ends and elute morrow into 50-mL conical tubes with RPMI-1640 with 2% FBS and penicillin/streptomycin (p/s) (Gibco, Grand Island, NY) using 10-mL syringes and 25-G needles. The cell suspension was filtered through a 70-μm cell strainer (BD Biosciences, San Jose, CA) into a sterile conical tube and centrifuged (500 g for 5 minutes). The pellet was resuspended well in 5 to 10 mL ACK red blood cell lysis buffer (Sigma-Aldrich, St Louis, MO) for 1 minute followed by the addition of RPMI-1640 and centrifugation (600 g for 7 minutes) to terminate the lysis. The pellet was washed using RPMI-1640 with 10% FBS once more, resuspended in differentiation medium (RPMI-1640, 10% FBS, 20% L929 conditional medium, p/s), and cultured at 37℃ in a 5% CO2 incubator. At day 3, the supernatant was carefully removed, and the medium was replaced. At day 7, cells were harvested and transferred to 96-well plate for seahorse assay. Seahorse XF96 analyzer (Seahorse Bioscience, Agilent, Santa Clara, CA) was used to measure the extracellular acidification rate (glycolysis) and six mitochondrial parameters (Mito Stress Test) in bone marrow-derived macrophages, including basal respiration, maximal respiration, proton leak, ATP production, spare respiratory capacity, and non-mitochondrial respiration as we previously reported (87, 88). Briefly, 100,000 cell/well were seeded in a 96-well plate and cultured overnight in XF assay medium supplemented with 10 mM glucose, 1 mM pyruvate and 2 mM L-glutamine. Cells were stimulated with palmitic acid 500 µM for 8 hours (89). Culturing media was changed to modified DMEM media and placed into a 37°C non-CO2 incubator for 1 hour. After preparation of drugs and XF Cell Mito Stress Test Kit and glycolytic rate kit (Seahorse Bioscience) into cartridge ports, the cartridge and cell culture plates were loaded into XF96 analyzer (Seahorse Bioscience). Experiments were performed in triplicates.

### 2.10 Statistical analysis

All data was reported as mean ± standard deviation (SD). Statistical analysis comparing genotype-diet groups (WT-HFD versus (vs) WT-NCD, Casp11^–/–^HFD vs Casp11^–/–^NCD, Casp11^–/–^NCD vs WT-NCD) were calculated by 1-way or 2-way ANOVA using Prism (GraphPad) or Qlucore Omics Explorer (Qlucore). Statistical significance was set at *p* ≤ 0.05.

## 3 Results

### 3.1 High-fat diet promotes nonalcoholic fatty liver disease, and lipid accumulation are temporally earlier than liver inflammation

HFD feeding is a commonly used rodent model of Western diet-induced obesity and NAFLD (90–92). The HFD not only increases intake of saturated fatty acid (SFA) but also induces metabolic endotoxemia, defined as an HFD-associated increase in circulating LPS (93). The 12- and 16-week HFD-feeding schemes have been shown to induce obesity and NAFLD in male C57BL/6 mice (94). Therefore, we compared WT mice fed either HFD or normal chow diet (NCD) (as controls) for 12 weeks (**Figure 1A**). We found that HFD significantly increased mouse body weight (**Figure 1B**), liver weigh (**Figure 1C**), and plasma cholesterol levels (**Figure 1D**). HFD for 12 weeks has been shown to discolor the liver and increase macrovesicular steatosis (1, 85, 86). Our results also showed that the liver color of the HFD group appeared light yellow compared to dark red in the NCD group (**Figure 1E**), consistent with the HFD promoted hepatic steatosis.

**Figure 1:**
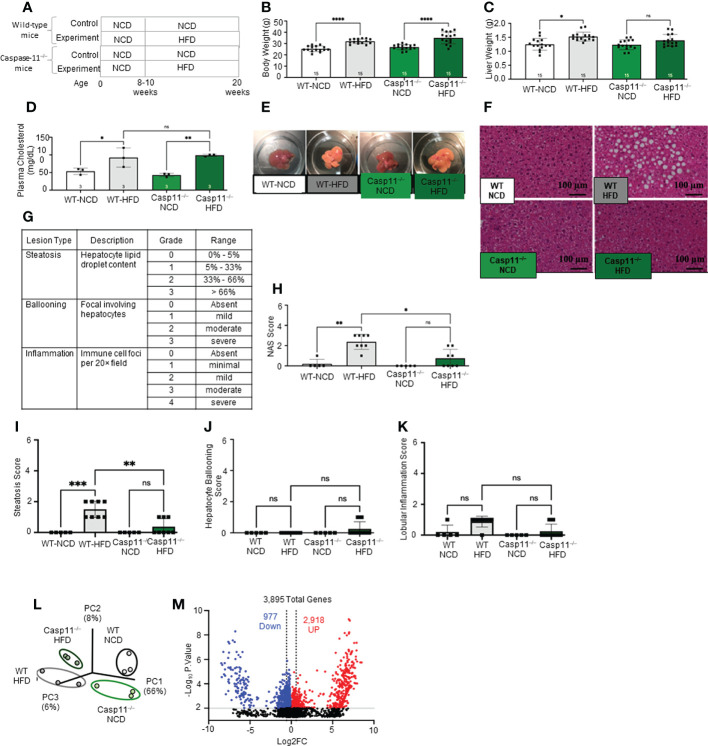
High-fat diet (HFD) promotes non-alcoholic fatty liver disease (NAFLD) and Caspase-11 deficiency decreases lipid droplet, steatosis score, and NAS score in HFD-induced NAFLD but does not change liver weight or gross anatomic fatty liver pathology. **(A)** Experimental diet timeline. 8-10 weeks old Wild-type (WT) male mice and Caspase-11 deficient (Casp11–/–) mice were fed HFD or normal chow diet (NCD) for 12 weeks. **(B)** Body weight (n = 15). **(C)** Liver weight (n = 15). **(D)** Plasma cholesterol levels (n = 3). **(E)** Representative images showed that HFD feeding changed liver color to light yellow color. **(F)** Representative 20X images of hematoxylin and eosin (H&E) staining showing hepatic steatosis in 12-week HFD-fed WT and Casp11–/– male mice compared to 12-week NCD. Scale bar 100 µm. **(G)**. Description and grades of NAS scare. NAFLD activity score analysis indicated that lipids accumulation as judged by liver steatosis and ballooning is precedent to liver inflammation. In grade 1, when steatosis reaches 5-33%, and ballooning reaches mild, inflammation is minimal. Steatosis was in the graded section as: are 0, steatotic; 0% to 1, 5% greater than 5% to 33% of hepatocytes are steatotic; 2, greater than 33% to as: 66%; 0, absent; and 3, 1, greater mild (focal; than 66%. involving Ballooning fewer than 3 hepatocytes); 2, moderate (focal and involving 3 or more hepatocytes or multifocal); and 3, severe (multifocal, with more than 2 foci of 3 or more hepatocytes). (0 or 1 Inflammation focus per 20× was field); graded 2, as: mild 0, (2 absent; foci); 3, moderate (3 foci); and 4, severe (4 or more foci per 20× field). **(H)** Total NAS score for WT-NCD (n = 5), WT-HFD (n = 8), Casp11–/–NCD (n = 5) and Casp11–/–HFD (n = 8). **(I)** Hepatic steatosis score. **(J)** Hepatocyte ballooning. **(K)** Lobular inflammation. **(L)** Principal component analysis (PCA) demonstrating that WT-NCD, WT-HFD, Casp11–/–NCD, and Casp11–/–HFD mice are transcriptionally distinct (n = 3). **(M)** Volcano plot analysis showed the 3895 differentially expressed genes (DEGs) in the WT liver of 12-week HFD compared to12-week NCD control. Among 3895 DEGs, 2918 genes were significantly upregulated (red), and 977 genes downregulated (blue). (FC) > 1.5 and p < 0.05. Statistical Analysis: Bulk RNA-Seq analysis was performed using Qlucore Omics Explorer. PCA plot generated using significantly differentially regulated genes). Volcano plot generated using GraphPad Prism with significantly differentially regulated genes. Statistical Analysis: One-Way ANOVA. *p < 0.05, **p < 0.001, ***p < 0.0001 ****p < 0.0001. ns, Non-significant.

After 12 weeks of HFD, there was a NAFLD/NASH histological phenotype with deposits of fat determined by pathohistological staining (**Figure 1F**). The NAFLD activity score (NAS) is a pathological measure of grade and represent the sum of scores for steatosis (0-3), hepatocyte ballooning (0-3), and lobular inflammation (0-3). In grade 0, steatosis less than 5%, no hepatocyte ballooning, and no inflammation. Grade 1 showed mild steatosis (5-33%), mild hepatocyte ballooning, and minimal inflammation. Grade 2 has moderate steatosis (33-66%), moderate hepatocyte ballooning, and mild inflammation. Grade 3 has severe steatosis (> 66%), severe hepatocyte ballooning, and moderate inflammation. However, grade 4 has severe inflammation (4) (**Figure 1G**). In addition, HFD significantly increased NAS score (**Figure 1H**), steatosis score (**Figure 1I**), and slightly but not statistically significant increase in lobular inflammation (Figure 1K), and no change in hepatocyte ballooning (**Figure 1J**) compared to NCD controls.

Additionally, our new RNA-seq data indicated that the livers of HFD mice were transcriptionally distinct from that of NCD-fed mouse liver controls (**Figure 1L**). 

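The RNA-seq experiment measured total RNA of the immune cell fraction of the liver, taken from WT and Casp11-/- mice, which the paper describes as male, after 12 weeks on HFD or NCD. Each of the 4 groups held 3 mice, so 12 libraries were analysed. The authors made stranded total RNA libraries from random-primed cDNA, aligned the reads to mm10 with STAR and computed TPM, a measure of transcript abundance scaled to gene length, in Qlucore Omics Explorer. TPM divides the reads of a gene by its length and then scales every library to the same total. The deposited files list TPM for 40840 genes in each library, and the TPM of a library summed to between 1000353 and 1022495. No read numbers are in these values, so the depth behind each TPM is unknown, and the depth stated in the paper's methods cannot be set against it. The lowest value in every file was 1.01 TPM, which is a floor set before deposition. In 11 of the libraries, 54.0% to 68.3% of the genes were at this floor.
Log2(TPM + 1) was compared between groups with limma, over the 19498 genes above the floor in at least 3 libraries. All 12 libraries shared one estimate of the spread, which was allowed to follow the mean. A log2 fold change on this scale understates the change of genes with low TPM.
Casp4 is the mouse gene that encodes caspase-11, and it lies on chromosome 9 of GRCm38 (mm10) from 5308828 to 5336783. Casp4 was at 12.1, 15.6 and 8.94 TPM in WT-NCD replicates 1 to 3 and at 7.09, 5.60 and 11.4 TPM in WT-HFD replicates 1 to 3. The libraries labelled Casp11-/- NCD had 4.93, 2.56 and 15.2 TPM of Casp4, and those labelled Casp11-/- HFD had 2.78, 8.68 and 4.73 TPM. Of these 6 libraries, 2 were therefore within the WT range of 5.60 to 15.6 TPM. The TPM of a gene does not show which exons the reads came from, so the genotype of each library is given as labelled. The label of Casp11-/- HFD replicate 2, with 8.68 TPM of Casp4, is less certain, because the heading of its deposited values abbreviates the genotype unlike those of the other libraries labelled Casp11-/-.
WT-NCD replicate 3 differed from the other 11 libraries. It had 39677 genes above the floor, against 12940 to 18775 in the others. Its highest TPM was 1635, against 153305 to 430602. Across genes, which are not independent replicates, the Pearson r of its log2 TPM with the other libraries was −0.277 to −0.0631. The other 11 had r of 0.847 to 0.986 with each other. Its TPM fell with exonic length across protein-coding genes (Spearman rho −0.766), and the TPM of the other libraries rose with it (rho 0.252 to 0.310). Results are therefore given with all libraries and also without this one.
A few short RNAs took much of the TPM. The 5 genes of U3 small nucleolar RNA, which acts in ribosomal RNA processing, held 43.3% ± 14.5 of the TPM in WT-HFD and 37.1% ± 14.1 in the libraries labelled Casp11-/- HFD (SD, n = 3 each). The same genes held 1.96% ± 1.85 in WT-NCD and 3.04% ± 1.802 in the libraries labelled Casp11-/- NCD (SD, n = 3 each). All 6 HFD libraries were above all 6 NCD libraries. The share of protein-coding genes was 15.7% to 25.2% in WT-HFD, and it was 33.9%, 37.8% and 14.5% in WT-NCD replicates 1 to 3. It was 19.3% to 23.4% in the libraries labelled Casp11-/- HFD and 36.7%, 22.3% and 42.4% in Casp11-/- NCD replicates 1 to 3. A low share did not always go with U3 RNA, since Casp11-/- NCD replicate 2 had 4.84% of its TPM on U3 RNA and 52.8% on 7SL RNA.

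**Figure D1:**
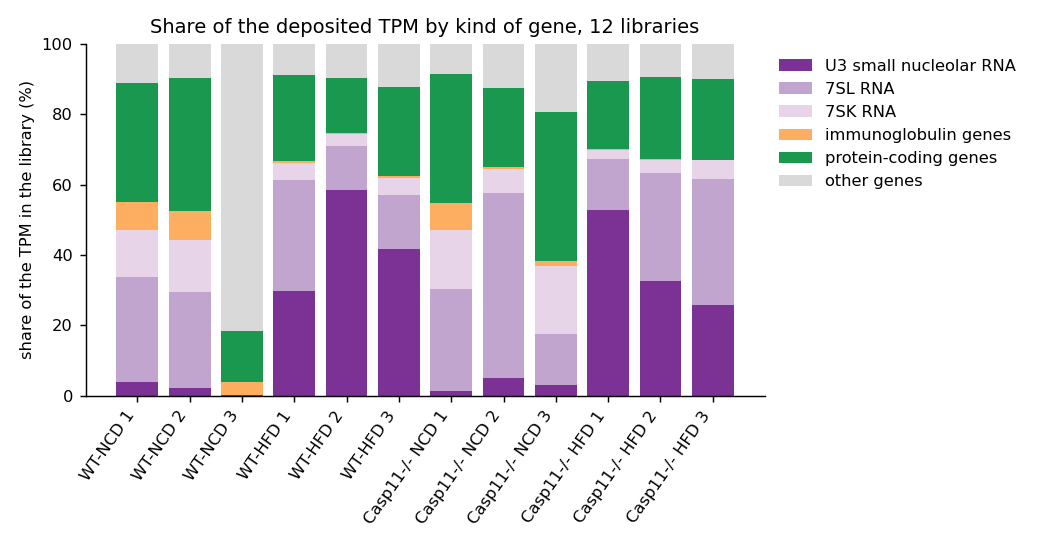
Share of the deposited TPM of each of the 12 libraries, in percent, that lay on U3, 7SL and 7SK RNA, immunoglobulin genes, protein-coding genes and other genes. U3 RNA held 25.8% to 58.5% of the TPM in the 6 HFD libraries and 0.0309% to 4.84% in the 6 NCD libraries.

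**Figure D2:**
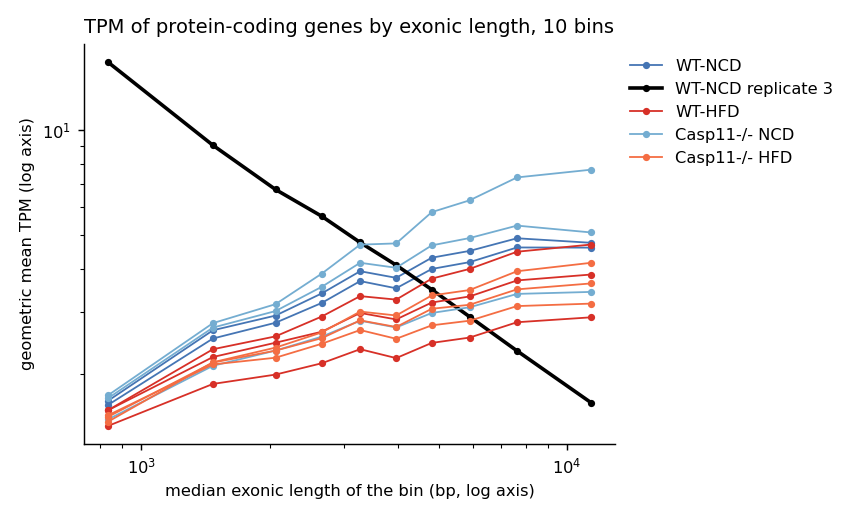
Geometric mean TPM of protein-coding genes against the median exonic length of their length bin in bp, both on log axes, with 1 line per library. The line of WT-NCD replicate 3 falls from 15.7 TPM in the bin with a median length of 835 bp, where the other libraries lie at 1.73 TPM or less.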

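Separations by diet alone were not among the comparisons planned beforehand. Over the 17067 genes above the floor in at least 3 of the 6 WT libraries, the diet accounted for 19.0% of the squared distances between libraries (PERMANOVA). In an exact permutation test over the 10 splits of these libraries, p was 0.4, and the smallest p that 3 mice against 3 allow is 0.1. Without WT-NCD replicate 3, the diet accounted for 65.9% of the squared distances over 15004 genes, with the smallest exact permutation p that 3 libraries against 2 allow, 0.1. Over both genotypes and all 12 libraries, the diet accounted for 13.9% (exact permutation p = 0.0628, 462 splits). This share was 41.7% without WT-NCD replicate 3 (exact permutation p = 0.00433, 462 splits).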

As shown in the Volcano plot analysis (**Figure 1M**), HFD modulated the expressions of 3895 genes, among them 2918 genes were significantly upregulated, and 977 gene downregulated (FC ≥ 1.5 and *p* value ≤ 0.01). 

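At an unadjusted p of at most 0.01 and a fold change of at least 1.5, limma called 404 genes between WT-HFD and WT-NCD, of which 26 were higher and 378 lower on HFD. The median log2 fold change of all genes tested was −0.51, so most genes were lower on this scale. It was −0.27 without WT-NCD replicate 3, and 0.58 without the 1% of genes with the highest mean and with the rest rescaled. After Benjamini-Hochberg adjustment over all genes tested, 22 genes had a p under 0.05, 2 of them higher and 20 lower. The higher genes were Cd5l and Vsig4. This number depended on single libraries. It was 391 without WT-NCD replicate 3, 1 without WT-HFD replicate 2 and 0 without any other single WT library. With a spread from the 2 groups compared, or with a block by replicate number, it was 0. Vsig4, a complement receptor gene on the X chromosome from 96247203 to 96293438, rose from 7.01 ± 2.04 TPM in WT-NCD to 91.9 ± 48.4 TPM in WT-HFD (SD, n = 3 each). Its log2 fold change was 3.42 (SE 0.494, limma adjusted p = 0.0346), and 3.62 without WT-NCD replicate 3 (adjusted p = 0.000214 from limma). Its adjusted p ranged from 0.000214 to 0.208 over the alternatives.
The 5 lower genes of smallest p were the immunoglobulin variable segments Ighv1-62-2, Ighv14-1, Ighv5-9-1, Ighv2-9-1 and Igkv3-9, with limma adjusted p of 0.0229 to 0.0258, in a range over the alternatives of 2.42e-05 to 0.258. Such segments resemble each other, and the way in which the authors' counting divided reads between them is not known. Ighv1-62-2, on chromosome 12 from 115446409 to 115446869, fell from 36.8 ± 9.30 to 1.41 ± 0.352 TPM (SD, n = 3 each). Ighv14-1 was at 58.7 ± 20.0 TPM in WT-NCD (SD, n = 3) and at the floor in all 3 WT-HFD libraries. WT-NCD replicate 3 held 45.3 TPM for Ighv1-62-2, Ighv14-1 and Ighv5-9-1 alike, so it may not measure these segments. Without that library, the WT-NCD means of Ighv1-62-2 and Ighv14-1 were 32.5 and 65.4 TPM.
Of the settings compared, a limit of 0.05 in place of 0.01 on the unadjusted p moved the first count most, to 1354 genes with 134 higher and 1220 lower. Leaving out WT-NCD replicate 3, 927 genes passed, 56 higher and 871 lower, and 366 of them were among the 404. The direction of the calls followed the scaling. With protein-coding genes alone rescaled to a common total, 361 genes were higher and 212 lower. From the number of genes past its threshold and the separation of the diets in Fig. 1L, the paper concludes that HFD induces transcriptomic changes in the liver.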

Taken together, these results have demonstrated that HFD promotes NAFLD phenotypes, and induce gross pathological and transcriptomic changes in the liver characterized by deposits of fat that appear temporally earlier than liver inflammation.

### 3.2 HFD upregulates the expressions of proinflammatory, NASH-related hepatic macrophage markers, guanylate binding proteins, caspase-11, and increases N-terminal gasdermin D (GSDMD) cleavage

Hepatic acini form hexagonal structures with a central vein and portal triads at every other vertices. The hepatic acinus can be histologically divided into three zones (**Figures 2A, B**). Zone 1 represents the portal triad, which includes hepatic artery, portal vein, and bile duct. Zone 2 represents the parenchymal area, structurally consisting primarily of hepatocytes with a central vasculature composed of LSECs. Mature immune cells including B cells, T cells, innate-like lymphoid cells (ILCs), natural killer cells (NK cells), and KCs reside in hepatic acinus zone 1 and 2. Zone 3 represents the central vein, the innermost hepatocytes, and infiltrating immune cells. The portal vein contains nutrient-rich blood that is contaminated by microbial pathogen associated molecular patterns (PAMPs) such as LPS and bacteria, both arising from the intestines (95).

**Figure 2:**
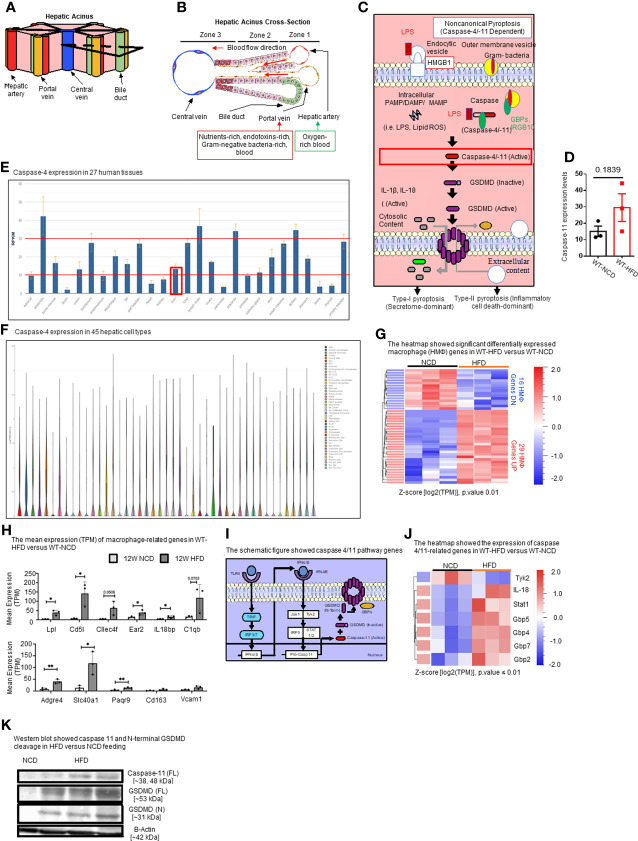
HFD upregulates the expressions of proinflammatory, NASH-related hepatic macrophage markers, GBPs, caspase-11, and increases N-terminal GSDMD cleavage. **(A, B)** The structure of hepatic acinus suggests that the liver is the first organ exposed to endotoxins-rich and Gram bacteria-rich blood in the body. Liver parenchymal and nonparenchymal cells are organized into structures called “acinus”. Hepatic acini form hexagonal structures with a central vein and portal triad at the vertices. The hepatic acinus can be histologically divided into three zones. Zone 1 represents the portal triad which includes a hepatic artery, a portal vein, and a bile duct. Zone 2 represents the parenchymal area, structurally consisting primarily of hepatocytes with a central vasculature composed of liver sinusoidal endothelial cells (LSECs). Mature immune cells including B cells, T cells, innate-like lymphoid cells (ILCs), natural killer cells (NK cells), and tissue-resident macrophages (Kupffer cells) reside in hepatic acinus zone 1 and 2. Zone 3 represents the central vein, the innermost hepatocytes, and infiltrating immune cells. The portal vein contains nutrient-rich, endotoxins-rich, and gram bacteria-rich blood. **(C)** Noncanonical pyroptosis is caspase-4 (human), caspase-11 (mouse) dependent. Guanylate binding proteins (GBPs) promote the outer membrane vesicles from gram-bacteria to activate caspase-11. Intracellular sources of inflammation (including LPS and oxidized phospholipids) directly bind to caspase-4/-11. Caspase-4/-11 cleaves gasdermin-D to initiate noncanonical pyroptosis. **(D)** The expressions of caspase-11 in the liver were in an upregulation trend in high-fat diet-fed wild-type mice. The microarray data were achieved from the NIH-NCBI-Geo-Profiles database (GDS4811). **(E)** Caspase-4 expression in 27 human tissues. The expression of caspase-4 in the liver is at a medium level among all 27 human tissues. Caspase-4 RNA-Seq data were analyzed from the NIH-NCBI-Gene database (https://www.ncbi.nlm.nih.gov/gene/837). **(F)** Caspase-4 expression in 45 hepatic cell types. Caspase-4 is expressed in all 40 immune cell types, the single-cell RNA-Seq data were analyzed from the MIT Broad Institute Single Cell RNA-Seq (scRNA-Seq) Porter database (https://singlecell.broadinstitute.org/single_cell/study/SCP1845/cross-tissue-immune-cell-analysis-reveals-tissue-specific-features-in-humans?genes=casp4%26tab=distribution#study-visualize). Among 45 immune cell types identified in scRNA-Seq, 19 immune cell types are significantly enriched in the human liver including dendritic cell 1 (DC1), DC2, classical monocytes, non-classical monocytes, erythrophagocytic macrophages, mononuclear phagocytes (MNP)/B doublets, age-associated B cells (ABCs), plasma cells, Plasmablasts, MNP/B doublets, T/B doublets, mucosal-associated invariant T (MAIT), T_CD4/CD8, T effector memory (Tem)/effector memory re-expressing CD45RA (emra)_CD8, T resident memory cell/effector memory cell (Trm/em)_CD8, gamma-delta T cell (Tgd)_CRTAM+, Cycling T cell & natural killer cell (NK), NK_CD16+, and NK-CD56bright_CD16-. **(G)** 12-week HFD promotes expression of HMΦ activation mediators in the WT liver. 8-10 weeks old male WT mice were fed with HFD for 12 weeks. Heatmap of significant, differentially regulated macrophage (HMΦ) genes. **(H)** Bulk RNA-seq expression (mean transcripts per kilobase million, TPM) of macrophage mediators. **(I)** Schematic representing caspase-4/11 pathway genes. **(J)** Bulk RNA-seq expression (mean TPM) of noncanonical pyroptosis-associated mediators. **(K)** Western blot analysis showed that HFD feeding increased caspase-11 and N-terminal GSDMD cleavage. Statistical Analysis: Bulk RNAseq analysis was performed using Qlucore Omics Explorer. Heatmap was generated using significantly differentially regulated genes (p.adj < 0.01). Differential gene expression presented as Z-score calculated from log2 transformed TPM. *P < 0.05, **p < 0.01.

In the noncanonical pyroptosis pathway (**Figure 2C**), the guanylate binding proteins (GBPs) promote exposure of LPS from Gram-negative bacteria to activate caspase-11 (96, 97). Cytosolic LPS then directly binds to and activates caspase-4/11, leading to GSDMD cleavage to generate the N-terminal active fragment (GSDMD-NT). GSDMD-NT-mediated plasma membrane perforation triggers membrane rupture associated with release of proinflammatory cytokines such as IL-1β (type-I pyroptosis or secretome-dominant) and cell death (type-II pyroptosis or inflammatory cell death-dominant) (97–100). Previous studies have shown the role of inflammasomes and caspase-1 in NAFLD (101, 102), and the role of caspase-11 in methionine-, choline-deficient diet (MCD)-induced NASH was reported (76). However, the roles of caspase-11 in HFD-induced NAFLD have not been extensively studied. Therefore, we examined the expression levels of caspase-11 in the liver of HFD-fed WT mice from microarray data from the NIH-NCBI-Geo-Profiles database (GDS4811). The results showed that caspase-11 expression was increased in the liver of HFD fed mice (**Figure 2D**). We further checked the expression of caspase-4 in the normal human tissues from RNA-seq data performed on tissue samples from 95 human individuals representing 27 different tissues, data were analyzed from the NIH-NCBI-Gene database (https://www.ncbi.nlm.nih.gov/gene/837) (103). Our data analysis showed that caspase-4 expression in the liver is at a medium level among all 27 human tissues (**Figure 2E**). Furthermore, we analyzed the expression of caspase-4 in 45 immune cell types from single-cell RNA-seq data collected from the MIT Broad Institute Single Cell RNA-seq (scRNA-seq) Porter database (https://singlecell.broadinstitute.org/single_cell/study/SCP1845/cross-tissue-immune-cell-analysis-reveals-tissue-specific-features-in-humans?genes=casp4&tab=distribution#study-visualize) (104). Our data analysis showed that caspase-4 was expressed in all 45 immune cell types (**Figure 2F**). Among 45 immune cell types identified in scRNA-seq, 19 immune cell types are significantly enriched in the human liver including dendritic cell 1 (DC1), DC2, classical monocytes, non-classical monocytes, erythrophagocytic macrophages, mononuclear phagocytes (MNP)/B doublets, age-associated B cells (ABCs), plasma cells, plasmablasts, MNP/B doublets, T/B doublets, mucosal-associated invariant T (MAIT), T_CD4/CD8, T effector memory (Tem)/effector memory re-expressing CD45RA (emra)_CD8, T resident memory cell/effector memory cell (Trm/em)_CD8, gamma-delta T cell (Tgd)_CRTAM+, Cycling T cell & natural killer cell (NK), NK_CD16+, and NK-CD56bright_CD16.

Liver has the highest number of macrophages of any solid organ (18–20), therefore, we focused on inflammatory features of liver macrophages to determine the inflammatory pathways underlying HFD-driven NAFLD transition to NASH. 

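The 14 genes listed as NASH-associated macrophage markers in Fig. 2G and 2H were Fabp7, Ccl24, Lpl, Mmp12, C1qb, Il18bp, Clec4f, Cd5l, Pltp, Ear2, Igf1, Apoc1, Wfdc17 and Ms4a7. Their median log2 fold change between WT-HFD and WT-NCD was 1.55, which is 2.06 above the median of all genes tested, and 13 of the 14 were higher on HFD. As a set they ranked above the other genes in limma's camera test with a preset correlation of 0.01 between genes (p = 1.1e-22). The p was 0.000787 with an estimated correlation and 0.000706 in limma's fry test. Of the 14 genes, 6 had an unadjusted p under 0.05 and 1, Cd5l, had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 6 had a p under 0.05, and all WT-HFD values lay above all WT-NCD values for 7 of the 14. The paper chose the list on these samples, so neither these counts nor the p of the set tests are independent evidence.
Cd5l, a scavenger receptor gene on chromosome 3 of GRCm38 from 87357881 to 87371073, was at 6.45 ± 2.13 TPM in WT-NCD and 142 ± 62.4 TPM in WT-HFD (SD, n = 3 each). Its log2 fold change was 4.18 (SE 0.446, adjusted p = 0.0229 from limma) and stayed between 3.93 and 4.62 with each library left out in turn. Clec4f, a Kupffer cell lectin gene on chromosome 6 from 83644542 to 83656187, rose from 4.62 ± 0.798 to 63.5 ± 36.9 TPM (SD, n = 3 each; log2 fold change 3.33, SE 0.553, limma adjusted p = 0.0563). Lpl, on chromosome 8 from 68880491 to 68907448, rose from 3.92 ± 0.595 to 38.7 ± 13.5 TPM (SD, n = 3 each; log2 fold change 2.96, limma adjusted p = 0.103). C1qb, on chromosome 4 from 136880129 to 136886187, rose from 16.8 ± 4.29 to 118 ± 71.6 TPM (SD, n = 3 each; log2 fold change 2.50, limma adjusted p = 0.212).
The other 10 genes had limma adjusted p of 0.360 to 0.758. Fabp7 was at 1.02 TPM on average in WT-NCD replicates 1 and 2, at 17.5 TPM in replicate 3 and at 13.6 ± 9.57 TPM in WT-HFD (SD, n = 3). Ear2 belongs to a family of near-identical ribonuclease genes, so its log2 fold change of 1.38 is uncertain. Mmp12 had a log2 fold change of 0.37, which turned to −0.20 without WT-HFD replicate 3. Ms4a7 had a log2 fold change of −0.33, which turned to 0.37 without WT-NCD replicate 3. Without this last library, all 14 genes were higher on HFD with a median log2 fold change of 1.48, and 5 genes had a limma adjusted p under 0.05: Cd5l (5.3e-05), Clec4f (0.00136), Lpl (0.00641), Fabp7 (0.00781) and C1qb (0.0375). Over the alternatives, the adjusted p of Cd5l ranged from 5.3e-05 to 0.180, that of Clec4f from 0.00136 to 0.271 and that of Lpl from 0.00625 to 0.431. It ranged from 0.00204 to 0.713 for Fabp7 and from 0.00763 to 0.661 for C1qb.

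**Figure D3:**
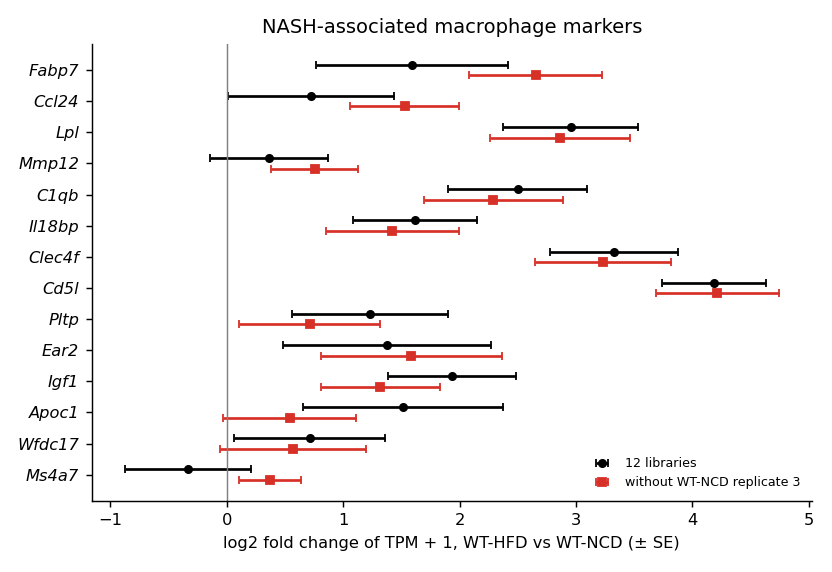
Log2 fold change of TPM + 1 between WT-HFD and WT-NCD for the 14 NASH-associated macrophage markers, with bars of 1 SE, from all 12 libraries (circles) and without WT-NCD replicate 3 (squares). Cd5l lies highest at 4.18 and 4.21, and Ms4a7 lies on both sides of 0.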

Our RNA-seq data analysis of liver immune cells showed that HFD increased the expression of fifteen NASH-associated inflammatory macrophage markers including fatty acid binding protein 7 (Fabp7), C-C motif chemokine ligand 24 (Ccl24), lipoprotein lipase (Lpl), matrix metallopeptidase 12 (Mmp12), complement C1q B chain (C1qb), interleukin 18 binding protein (Il18bp), C-type lectin domain family 4 member F (Clec4f), CD5 molecule like (Cd5l), phospholipid transfer protein (Pltp), nuclear receptor subfamily 2 group F member 6 (NR2F6, Ear2), insulin like growth factor 1 (Igf1), apolipoprotein C1 (Apoc1), WAP four-disulfide core domain 17 (Wfdc17), membrane spanning 4-domains A7 (Ms4a7), and matrix metallopeptidase 12 (Mmp12) (**Figures 2G, H**). 

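The 10 genes shown in Fig. 2G and 2H as markers of healthy liver macrophages were Marco, Cxcl13, Cd163, Adgre4, Paqr9, Slc40a1, Fcna, Mrc1, Sdc3 and Hmox1. In the comparison of WT-HFD with WT-NCD, their median log2 fold change was 1.78, or 2.29 above the median of all genes, and 10 of 10 were higher on HFD. The camera p for the list was 3.14e-19 with the preset correlation and 0.000242 with an estimated one, and the fry p was 0.000424. Although 8 of the 10 genes had an unadjusted p under 0.05, 0 had an adjusted p under 0.05 over all genes tested, and 3 had one adjusted over the list alone. For 6 of the genes, all WT-HFD values exceeded all WT-NCD values. This list too was drawn from these samples, so its set tests and counts are not independent evidence.
Slc40a1, the iron exporter gene on chromosome 1 of GRCm38 from 45908068 to 45926523, was at 13.6 ± 10.0 TPM in WT-NCD and at 118 ± 48.9 TPM in WT-HFD (SD, n = 3 each), and its log2 fold change of 3.23 was the highest of the list (SE 0.588, limma adjusted p = 0.0790). Adgre4 was at 8.44 ± 4.45 and 40.4 ± 9.71 TPM (SD, n = 3 each; log2 fold change 2.23, limma adjusted p = 0.513). Marco was at the floor in WT-NCD replicates 1 and 2 and at 6.91 TPM in replicate 3, against 5.10 ± 3.24 TPM in WT-HFD (SD, n = 3).
Without WT-NCD replicate 3, the 10 genes remained higher on HFD, with a median log2 fold change of 1.57 and no overlap of the HFD and NCD values for 9 of them. Slc40a1, Marco and Cxcl13 then had limma adjusted p of 0.00435, 0.0191 and 0.0375, with log2 fold changes of 2.58, 1.48 and 2.04. Their adjusted p ranged over the alternatives from 0.00435 to 0.450, from 0.0124 to 0.713 and from 0.00291 to 0.713.

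**Figure D4:**
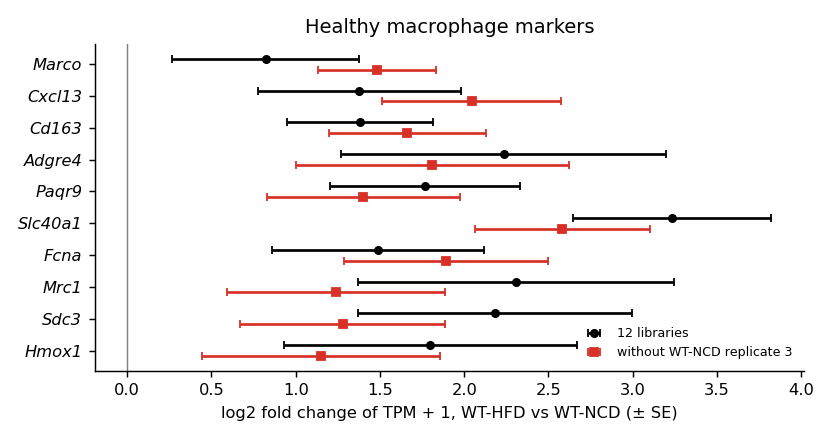
Log2 fold change of TPM + 1 between WT-HFD and WT-NCD for the 10 markers of healthy macrophages, with bars of 1 SE, from all 12 libraries (circles) and without WT-NCD replicate 3 (squares). All points lie above 0, and Slc40a1 lies highest at 3.23 and 2.58.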

Ten healthy, inactivate HMΦ markers were also increased in HFD including macrophage receptor with collagenous structure (Marco), C-X-C motif chemokine ligand 13 (Cxcl13), CD163 molecule (Cd163), adhesion G protein-coupled receptor E4, pseudogene (Adgre4), progestin and adipoQ receptor family member 9 (Paqr9), solute carrier family 40 member 1 (Slc40a1), ficolin 3 (Fcna), mannose receptor C-type 1 (Mrc1), syndecan 3 (Sdc3), and heme oxygenase 1 (Hmox1), likely signifying an expansion of KCs in preparation for HFD-induced activation (**Figures 2G, H**). In addition, the expressions of other genes in the caspase-11 pathway, shown in schematic **Figure 2I** including signal transducer and activator of transcription 1 (Stat1), guanylate binding protein 2 (Gbp2), Gbp4, Gbp5, Gbp7, and interleukin-18 (IL-18) were significantly increased in the livers of HFD fed mice (**Figure 2J**). 

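For the 5 caspase-11 pathway genes Gbp2, Gbp4, Gbp5, Gbp7 and Il18, the median log2 fold change between WT-HFD and WT-NCD was 1.13, which is 1.64 above the median of all genes. Of these genes, 4 were higher on HFD. The set test gave a camera p of 3.05e-05 with the preset correlation, 0.0686 with an estimated correlation, and a fry p of 0.214. Gbp7 alone had an unadjusted p under 0.05, and 0 genes had an adjusted p under 0.05, over all genes tested or adjusted over the list alone. Gbp7, on chromosome 3 of GRCm38 from 142530342 to 142550149, was at 6.21 ± 3.34 TPM in WT-NCD and 16.1 ± 6.15 TPM in WT-HFD (SD, n = 3 each; log2 fold change 1.32, SE 0.538, limma adjusted p = 0.513). It was also the 1 gene of the 5 whose HFD and NCD values did not overlap. The paper presents these genes from the same samples, so the set tests are not independent evidence. Gbp2, Gbp4 and Gbp5 had log2 fold changes of 1.13, 1.18 and 0.84, with SE of 0.771, 0.650 and 0.598. The guanylate binding protein genes lie in clusters of similar copies, and how the authors' counting divided reads between the copies is not known.
Il18, on chromosome 9 from 50554827 to 50581840, was at 4.95 ± 0.360 TPM in WT-NCD and 4.11 ± 1.12 TPM in WT-HFD (SD, n = 3 each), a log2 fold change of −0.24 (SE 0.558, limma adjusted p = 0.838). It was −0.22 without WT-NCD replicate 3, but 0.97 without the 1% of genes with the highest mean. With protein-coding genes rescaled and no WT-NCD replicate 3, chosen after the data were seen, it was 0.45. Without WT-NCD replicate 3 alone, the median of the 5 genes was 0.44, 4 were higher on HFD and the camera p was 0.0527. Without the 1% of genes with the highest mean, 5 were higher and 3 had a p under 0.05 adjusted over the list alone. The fry p was then 0.0321 and the camera p with an estimated correlation 0.183. With protein-coding genes rescaled to a common total, a setting chosen after the data were seen, the fry p was 0.00341 and 4 genes had a p under 0.05 adjusted over the list alone. The same rescaling without WT-NCD replicate 3 gave a fry p of 0.0147 and 3 such genes.

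**Figure D5:**
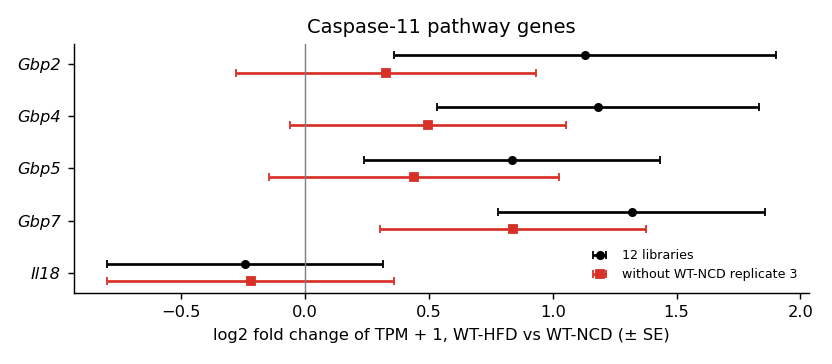
Log2 fold change of TPM + 1 between WT-HFD and WT-NCD for the 5 caspase-11 pathway genes, with bars of 1 SE, from all 12 libraries (circles) and without WT-NCD replicate 3 (squares). Gbp7 lies highest of the circles at 1.32, and Il18 lies below 0 at −0.24 and −0.22.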

Western blot analysis also showed that caspase-11 and GSDMD-NT protein expressions were increased by HFD (**Figure 2K**). Tyrosine kinase 2 (Tyk2) as a part of Janus kinase (JAK)-signal transducer and activator of transcription (STAT) (JAK/STAT) signaling downstream of interferon-α/β receptor (IFNAR) has been shown to increase caspase-11 expression in splenic myeloid cells in response to LPS stimulations (105). IL-18 is the other IL-1 family cytokine cleaved by proinflammatory caspases in pyroptosis (102). The N-terminal of cleaved GSDMD is required for GSDMD-pore formation on plasma membrane and demonstrates caspase-11 activity. Guanylate-binding protein (GBP) expression have been shown to bind to cytosolic Gram-negative bacteria and expose LPS for sensing by caspase-11 (106). Taken together, these results have demonstrated that HFD upregulates the expressions of proinflammatory, NASH-related hepatic macrophage markers, GBPs, caspase-11, GSDMD, and increases GSDMD-NT cleavage and membrane expression.

### 3.3 Caspase-11 deficiency decreases lipid droplet, steatosis score, and non-alcoholic steatosis score in HFD-induced NAFLD but does not change liver weight or gross anatomic fatty liver pathology

To determine the roles of caspase-11 in NAFLD, we compared pathological progression of NAFLD in Casp11^–/–^mice with that of WT control mice (**Figure 1A**). We found that HFD significantly increased body weight for both Casp11^–/–^ and WT mice (**Figure 1B**). While liver weight significantly increased in HFD fed WT mice, the liver weight of Casp11^–/–^ mice did not increase significantly (**Figure 1C**). However, HFD promoted steatosis and significantly increased circulating cholesterol levels in both Casp11^–/–^ and WT mice (**Figures 1D**). Along these lines, HFD increased lipid droplet formation (macrovesicular steatosis), NAS score and steatosis score (107) in WT mice. However, HFD in Casp11^–/–^ mice dramatically reduced lipid droplet, NAS score, and steatosis score compared to WT mice on HFD (**Figures 1E, I**) and slightly but statistically non-significant decreased lobular inflammation (**Figure 1K**). Interestingly, caspase-11 deficiency led to slightly but statistically non-significant increases in hepatocyte ballooning (swollen hepatocytes with rarefied cytoplasm) (108), which was not seen in any of the other groups (**Figure 1J**). Decreased steatosis and increased hepatocyte ballooning suggest differential roles for caspase-11 in both hepatocytes and HMΦs, respectively. 

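In principal components of log2(TPM + 1) over all 19498 genes tested, the first component carried 72.7% of the variance and set WT-NCD replicate 3 apart from the other 11 libraries. The second component carried 16.6% and the third 4.00%. The 4 groups accounted for 28.6% of the squared distances between libraries, and 4869 of the 15400 partitions into 4 groups of 3 gave a share as large (exact permutation test, p = 0.316). Leaving out WT-NCD replicate 3 raised this share most, to 49.9% (exact permutation p = 0.0655). The first 3 components then carried 61%, 14.0% and 6.69% of the variance. On the first of them, 1 NCD library, that labelled Casp11-/- NCD replicate 2, lay among the HFD libraries.
Within the 6 libraries labelled Casp11-/-, the diet accounted for 40.5% of the squared distances, in a comparison not planned beforehand. The exact permutation p was 0.1, which is the smallest that 3 against 3 allow. Between the libraries labelled Casp11-/- HFD and Casp11-/- NCD, limma found 0 genes with an adjusted p under 0.05 and 1653 with an unadjusted p under 0.05, of which 222 were higher and 1431 lower on HFD. The total of 1653 ran from 453 without Casp11-/- NCD replicate 1 to 5228 without Casp11-/- NCD replicate 2 when single libraries of these groups were left out. WT-NCD replicate 3 is not in this comparison, but it enters the shared spread, and without it 198 genes had an adjusted p under 0.05, 21 higher and 177 lower. The direction depended on the scaling, since with protein-coding genes rescaled as well, a setting chosen after the data were seen, 436 passed, 325 higher and 111 lower.

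**Figure D6:**
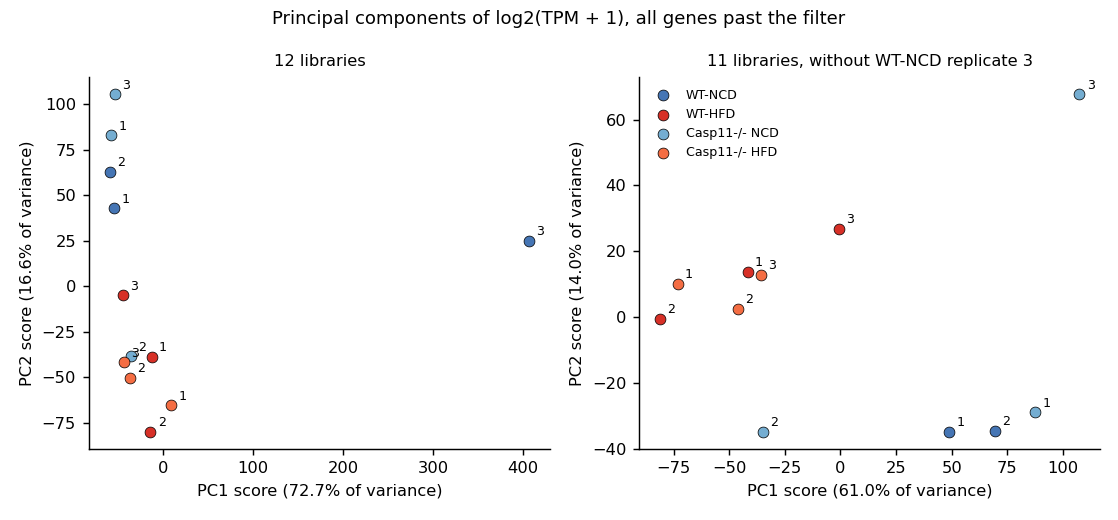
Scores of the first and second principal component of log2(TPM + 1) for all 12 libraries and for the 11 libraries without WT-NCD replicate 3, coloured by group and numbered by replicate. With 12 libraries, WT-NCD replicate 3 lies apart on the first component, and without it the HFD libraries lie on one side with 1 NCD library among them.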

Our principal component analysis (PCA) of liver RNA-seq data showed that liver transcriptomes of WT and Casp11^–/–^ mice on HFD were transcriptionally distinct from the respective NCD controls (**Figure 1L**). In summary, our results have demonstrated that although slightly increasing hepatocyte ballooning, caspase-11 deficiency decreases NAFLD progression and lobular inflammation in HFD-induced NAFLD.

### 3.4 Caspase-11 deficiency reprograms liver transcriptomes and attenuates hepatic macrophage pyroptosis in HFD-induced NAFLD; caspase-11 cleaves N-terminal GSDMD in normal chow diet livers more than that in HFD-induced NAFLD; and bone marrow-derived macrophages play more significant roles than liver resident macrophages in facilitating pyroptosis

The results so far demonstrated that HFD promotes fatty liver in WT mice, however, caspase-11 deficiency decreases macrovesicular steatosis and lobular inflammation, which were well correlated with a report showing decreased macrophage recruitment into atherosclerotic lesion in Casp11^–/–^/ApoE^–/–^ atherogenic mice (109). Studies have shown that HMΦs drive inflammation and canonical pyroptosis in NAFLD, however, the role of noncanonical pyroptosis has not been well studied. Therefore, we next sought out to evaluate HMΦ pyroptosis. 

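In the libraries labelled Casp11-/-, the 6 markers of Fig. 3A (Cd5l, Clec4f, C1qb, Lpl, Folr2 and Il18bp) had a median log2 fold change of 2.26 between HFD and NCD, and 6 of 6 were higher on HFD. This median is 2.69 above that of all genes (camera p = 1.69e-18 with the preset correlation, 0.00261 with an estimated one, fry p = 0.00162). In WT mice the median was 2.73, with 6 of 6 higher (camera p = 9.95e-23, estimated correlation 0.00134, fry 0.000244). The diet's log2 fold change in Cd5l was 3.17 in the libraries labelled Casp11-/-, where its TPM was 6.45 ± 0.995 on NCD and 66.7 ± 13.3 on HFD (SD, n = 3 each; SE 0.446, limma adjusted p = 0.409). Clec4f was at 6.99 ± 4.48 and 45.0 ± 13.5 TPM in these libraries (SD, n = 3 each; log2 fold change 2.62, limma adjusted p = 0.538). Folr2, on chromosome 7 of GRCm38 from 101839988 to 101857194, had log2 fold changes of 2.40 there and 2.11 in WT mice (limma adjusted p = 0.538 and 0.468). Il18bp, also on chromosome 7, from 102014885 to 102018690, had 0.88 and 1.62 (limma adjusted p = 0.545 and 0.501). The changes of C1qb and Lpl in the libraries labelled Casp11-/- were 2.12 and 1.36.
Adjusted over the list alone, 5 of the 6 genes had a p under 0.05 in the libraries labelled Casp11-/- and 6 of 6 in WT mice, but the paper chose the list on these samples, so these counts and the set tests are not independent evidence. Without WT-NCD replicate 3, the limma adjusted p over all genes tested was under 0.05 for 4 genes in the libraries labelled Casp11-/-: Cd5l (0.00198), Clec4f (0.0143), Folr2 (0.0243) and C1qb (0.0491). The range over the alternatives was 8.7e-05 to 0.975 for Cd5l, 0.00243 to 1 for Clec4f, 0.00559 to 1 for Folr2 and 0.0108 to 1 for C1qb. The interaction of diet and genotype, which tests whether the change differed between genotypes, was −1.01 for Cd5l (SE 0.631), −1.59 for Lpl (SE 0.820) and 0.29 for Folr2 (SE 0.941), and the limma adjusted p of the 6 genes was at least 0.780. Without the library labelled Casp11-/- NCD replicate 3, in which Casp4 was within the WT range, the median in the libraries labelled Casp11-/- was 2.58.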

The transcripts of six NASH-associated activated macrophage markers including Cd5l, Clec4f, C1qb, Lpl, Folr2, and Il18bp were upregulated in both WT and Casp11^–/–^ mice (**Figure 3A**). Furthermore, we used flow cytometry analysis to examine liver macrophages (**Figure 3B**) and found that HFD promoted F4/80^+^ expression in HMΦs in both Casp11^–/–^ and WT mice (Figures 3C), indicating that HFD-induced NAFLD drives the increase of NASH-related F4/80^+^ HMΦs in WT mice, which are caspase-11 independent.

**Figure 3:**
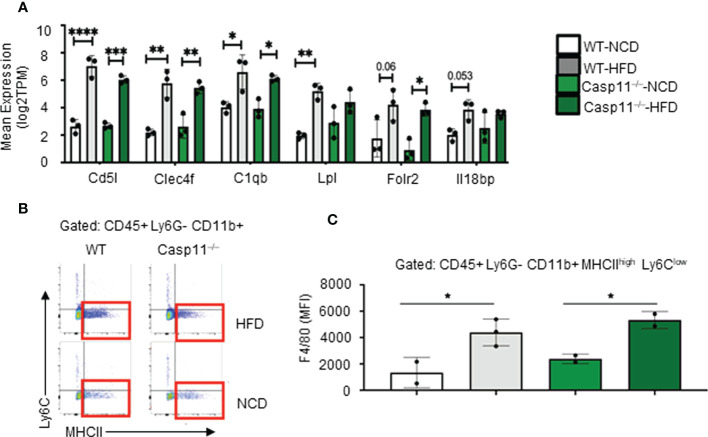
High-fat diet (HFD)-induced non-alcoholic fatty liver disease (NAFLD) drives the increase of NASH-related F4/80+ hepatic macrophages (HMΦs) in WT mice, which are caspase-11 activation-independent. 8-10 weeks old male WT and Casp11^–/–^ mice were fed HFD for 12 weeks. **(A)** Bulk RNA-seq expression (TPM) of NASH-associated activated HMΦ genes. **(B)** Representative flow cytometry gating of HMΦ. Gated on CD45+ > CD11b+ Ly6G- > Ly6Clow MHCIIhigh. **(C)** F4/80+ mean fluorescence intensity (MFI) for HMΦ populations. Statistical Analysis: Bulk RNAseq analysis was performed using Qlucore Omics Explorer. PCA generated using significantly differentially regulated genes (p.adj < 0.01). Included genes were significant (p < 0.05) in multi-variant analysis (Two-Way ANOVA). Marked significance (*) determined by One-Way ANOVA. *p < 0.05, **p < 0.001, ***p < 0.0001 ****p < 0.0001. Flow cytometry data was analyzed with FlowJo, and statistical analysis was performed using Prism. One-Way ANOVA.

We examined caspase-11 and GSDMD expression in WT and Casp11^–/–^ HMΦs. We found that HFD increased caspase-11 and GSDMD expression in the inflammatory monocyte (IM) of WT mice while there were no significant changes in Casp11^–/–^ mice (**Figure 4A**). Liver expressions of IL-1β were significantly increased in WT mice upon HFD-feeding but the trending increase in IL-1β concentrations did not reach statistical significance in Casp11^–/–^ mice fed with HFD compared to Casp11^–/–^ mice fed with NCD (**Figure 4B**), suggesting that although caspase-1, other caspases (110), and neutrophil elastase (111) that are also capable of cleaving pro-IL1β are not deficient, HFD feeding induced IL-1β generation is mostly attributed by caspase-11 function. These results have demonstrated that HFD induced cytokine responses requires caspase-11.

**Figure 4:**
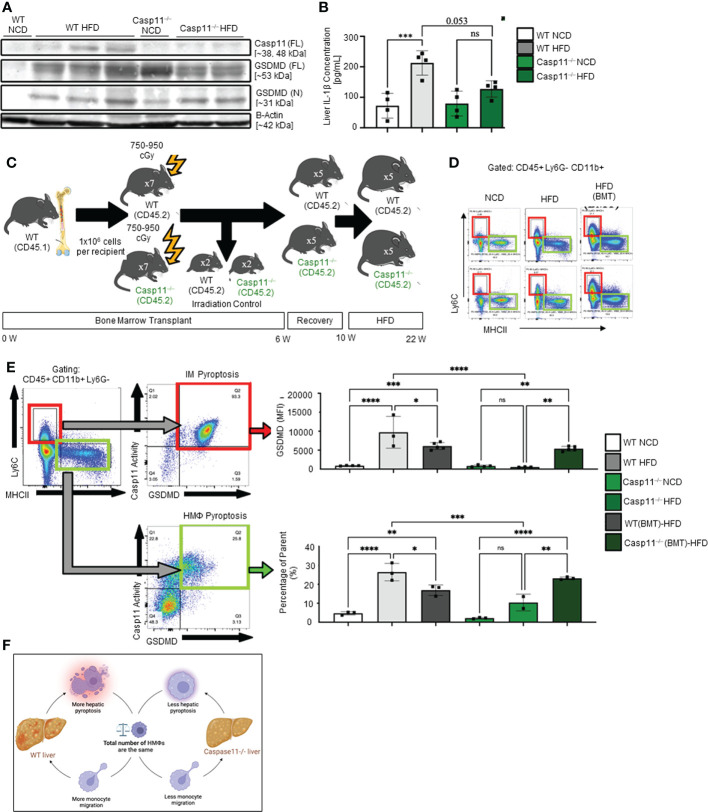
Hepatic inflammatory monocyte (IM) and monocyte-derived macrophage (MDM) caspase-11 deficiency protective against pyroptosis, WT bone marrow transplantation to Casp11^–/–^ mice restored IM and MDM pyroptosis. 8-10 weeks old male WT and Casp11^–/–^ mice were fed HFD for 12 weeks. **(A)** Western blot for noncanonical pyroptosis mediators. **(B)** Liver IL-1β concentrations. **(C)** Experimental design for bone marrow transplantation (BMT). **(D)** Representative flow cytometry gating of hepatic macrophages (HMΦ, Green, CD45+ > CD11b+ Ly6G- > Ly6Clow MHCIIhigh) inflammatory monocytes (IM, Red, CD45+ > CD11b+ Ly6G- > Ly6Chigh MHCIIlow). **(E)** Gating strategy for designing pyroptosis populations. HMΦs and IMs gated on GSDMD MFI vs. Casp11-Inhibitor MFI. RED: GSDMD MFI for IM (CD45+ > CD11b+ Ly6G- > Ly6Chigh MHCIIlow). GREEN: Percentage of the parent for HMΦ pyroptosis gating CD45+ > CD11b+ Ly6G- > Ly6Chigh MHCIIlow > Casp11 Activity vs GSDMD). **(F)** Schematic diagram showed that WT mice had more monocyte migration and more hepatic pyroptosis, however, Casp11–/– had less monocyte migration and hepatic pyroptosis resulting in an unchanged total number of hepatic macrophages. Statistical Analysis: Flow cytometry data was analyzed with FlowJo, and statistical analysis was performed using Prism. One-Way ANOVA. One-Way ANOVA. *p < 0.05, **p < 0.001, ***p < 0.0001 ****p < 0.0001. ns, Non-significant.

Since 60% of mouse liver macrophages in disease conditions are derived from the bone marrow (25), to determine whether these changes were due to caspase-11 activity in bone marrow-derived macrophages, we performed bone marrow transplantation (BMT) (36). Bone marrow cells from WT donor mice (CD45.1) were transplanted into either WT recipient mice (CD45.2^+^) or Casp11^–/–^ mice after irradiation (**Figure 4C**). WT recipient mice (CD45.2^+^) that received BM from WT mice (CD45.1^+^) maintained significantly elevated GSDMD^+^ inflammatory monocytes (IMs) and noncanonical pyroptosis mature HMΦs (**Figures 4D, E**). Conversely, Casp11^–/–^ recipient mice (CD45.2^+^) that received bone marrow from WT mice (CD45.1^+^) had significantly regained GSDMD^+^ IM’s and noncanonical pyroptosis mature HMΦs (**Figures 4D, E**). These data indicate that WT mice had more monocyte migration and more hepatic pyroptosis, however, Casp11^–/–^ mice had less monocyte migration and hepatic pyroptosis presumably resulting in an unchanged total number of hepatic macrophages (**Figure 4F**). 

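Casp4 differed between the genotypes as labelled by a log2 fold change of −0.89 on NCD (SE 0.590, limma adjusted p = 0.553) and −0.55 on HFD (SE 0.590, limma adjusted p = 1). It ran from −1.49 without the library labelled Casp11-/- NCD replicate 3 to −0.40 without Casp11-/- NCD replicate 2, and on HFD from −0.91 without Casp11-/- HFD replicate 2 to −0.23 without Casp11-/- HFD replicate 1. Between Casp11-/- NCD and WT-NCD as labelled, 0 genes had a limma adjusted p under 0.05. At an unadjusted p under 0.05 there were 293, of which 84 were higher in the libraries labelled Casp11-/-. This number and its direction depended on single libraries. There were 233 higher and 3973 lower without WT-NCD replicate 1, 272 and 3895 without WT-NCD replicate 2, and 1046 and 145 without Casp11-/- NCD replicate 2. With WT-NCD replicate 3 left out, 10 genes had an adjusted p under 0.05 and all 10 were lower. At an unadjusted p under 0.05, 247 were then higher and 334 lower. With protein-coding genes rescaled as well, chosen after the data were seen, 0 genes had an adjusted p under 0.05, and 415 were higher and 100 lower at an unadjusted one. The genotype as labelled accounted for 15.8% of the squared distances between the 6 NCD libraries (exact permutation test, p = 0.6). This separation was not planned beforehand.
On HFD, the comparison of Casp11-/- with WT as labelled gave 0 genes with a limma adjusted p under 0.05, and 30 with an unadjusted p under 0.05. The latter became 135, 71 higher and 64 lower, without WT-NCD replicate 3, which enters the shared spread, and 10 to 66 with a library of these groups left out, lowest without Casp11-/- HFD replicate 3 and highest without Casp11-/- HFD replicate 1. With a spread estimated from these 6 libraries alone, 15 genes had an adjusted p under 0.05, 7 higher and 8 lower, and 426 an unadjusted one. The genotype accounted for 13.5% of the squared distances between the HFD libraries (exact permutation test, p = 0.9), in a separation not planned beforehand. The interaction of diet and genotype also gave 0 genes at an adjusted p under 0.05 and 154 at an unadjusted one, or 735 without Casp11-/- NCD replicate 2. With WT-NCD replicate 3 left out it gave 1, the immunoglobulin segment Igkv3-9 (log2 difference 2.84, limma adjusted p = 0.0141), which was picked out after its value was seen, and 467 at an unadjusted p under 0.05. Igkv3-9 averaged 14.4 TPM in WT-NCD replicates 1 and 2. In the libraries labelled Casp11-/- it averaged 1.03 TPM on NCD and 1.01 TPM on HFD. It was thus near the floor on both diets there, where a fall could not be seen.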

Taken together, our results have demonstrated that 1) caspase-11 deficiency significantly reprograms liver transcriptomes in NCD and HFD livers; 2) caspase-11 deficiency attenuates hepatic macrophage pyroptosis in HFD-induced NAFLD; 3) caspase-11 cleaves GSDMD-NT in NCD livers more than that in HFD-induced NAFLD; and 4) BM-derived macrophages play more significant roles than liver resident macrophages in developing and facilitating pyroptosis.

### 3.5 Caspase-11 deficiency significantly reduced extracellular acidification rates from glycolysis and mitochondrial electron transport chain functions suggesting that caspase-11 contributes to maintain dual fuel bioenergetics — glycolysis and oxidative phosphorylation in macrophages potentially for cholesterol biosynthesis

Our recent paper reported that two pathways such as fatty acid *β*-oxidation (112) and stearate biosynthesis are upregulated and shared by human NASH, NAFLD mouse models with glycine N-methyltransferase deficiency (GNMT-KO), and high-fat-cholesterol diet (HFCD) models (77). Our Casp11^–/–^ mice showed significant inhibition of NAFLD (**Figure 1**), implying that caspase-11 promotes cholesterol biosynthesis and fatty acid *β*-oxidation. We and others reported that increased acetyl-CoA promotes innate immune memory (trained immunity) (65, 88, 113–116); and fatty acid *β*-oxidation provides acetyl-CoA to fuel mitochondrial tricarboxylic acid (TCA) cycle and ATP production, which thus may not be limited to M2 macrophages (117). Previous reports showed that proinflammatory fatty acid palmitic acid induces hepatocellular lipotoxicity, endoplasmic reticulum (ER) stress, pyroptosis, and upregulate NLRP3 inflammasome, caspase-1 and IL-1β (118); and that caspase-11 deficiency leads to reduced activations of procaspase-1, IL-1β and caspase-7 and reduced production of glycolysis-promoted CXCL1 (119). In addition, caspase-11 may promote metabolic reprogramming and trained immunity (persistent hyperactivation of inflammation) (65, 113, 114, 120) as our transcriptomic data mining report suggested (77). One report supported this argument and showed that caspase-11 deficiency increases antimycin A-induced mitochondrial reactive oxygen species (mitoROS) (121–126) generation in macrophages (127), implying that caspase-11 inhibits mitochondrial electron transport chain (ETC) dysfunction and contributes the maintenance of mitochondrial ETC functions. We hypothesized that caspase-11 promote mitochondrial ETC functions in macrophages stimulated by palmitic acid. To examine the differences in the operation of mitochondrial energy pathways between WT and Casp11^–/–^ macrophages stimulated by NAFLD, gut derived endotoxins LPS, related (93, 128) proinflammatory saturated fatty acid palmitic acid using the method reported (93), we performed extracellular metabolic flux analysis. The extracellular acidification rates (ECAR) or proton efflux rate (PER), considered a proxy for glycolysis (129), were decreased in Casp11^–/–^ macrophages (**Figure 5A**). In addition, using the method we reported (87, 124–126), mitochondrial stress test results showed that six mitochondrial electron transport chain (ETC) functions including ATP production, maximal respiration, spare respiratory capacity (uncoupling of OXPHOS induced by carbonyl cyanide-p-trifluoromethoxyphenylhydrazone, FCCP), basal, proton leak and non-mitochondrial oxygen consumption were decreased in Casp11^–/–^ macrophages in comparison to that of WT macrophages in response to palmitic acid stimulation, especially ATP production, basal respiration, maximal respiration, and spare respiratory capacity (**Figure 5B**). Caspase-11 functions in maintaining both glycolysis and OXPHOS in macrophages stimulated by proinflammatory fatty acid palmitic acid are the same as that unique metabolic activation identified in adipose tissue macrophages (ATM) (130). The significance of the dual fuel bioenergetics in macrophages stimulated by hyperlipidemia and in adipose tissues may be related to an intermediate polarization status, their buffering capacity, or the result of a mixed population of distinctly polarized ATMs (131) and unique functions of caspase-11 in promoting HFD-induced NAFLD potentially by switching/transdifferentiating fatty acid *β*-oxidation -fueled OXPHOS in M2 macrophages into proinflammatory glycolysis-dominance in M1 macrophages (46). Taken together, these results have demonstrated that caspase-11 contributes significantly to the maintenance of glycolysis and mitochondrial electron transport chain functions in macrophages, in which acetyl-coenzyme A (acetyl-CoA) production is shared between glycolysis (acetyl-CoA transport into mitochondria) and TCA cycle (transport from mitochondria into cytosol for cholesterol synthesis); and both acetyl-CoA generation and cholesterol biosynthesis (132) are the key metabolic pathways for establishing trained immunity (69, 77, 114, 120), which are well correlated with our report on downregulation of 45.6% of 101 trained immunity pathway enzymes (71 glycolysis enzymes, 23 acetyl-CoA generation enzymes and 7 mevalonate synthesis enzymes) in Casp11^–/–^ transcriptome (GSE115094) (133) (77, 114).

**Figure 5:**
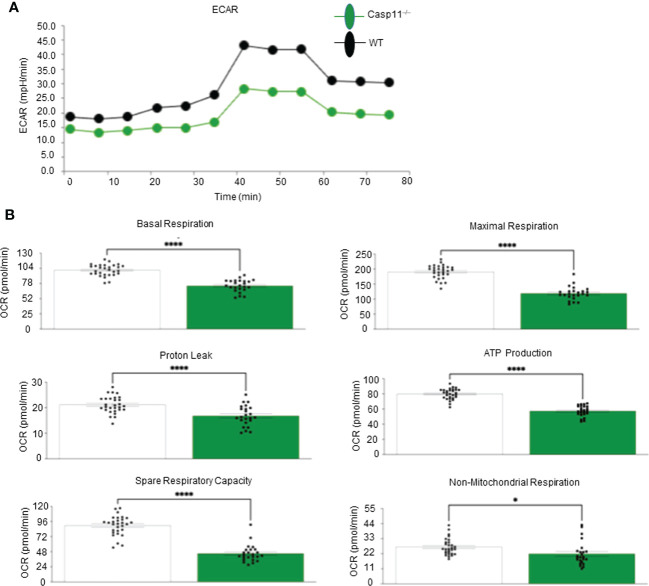
Caspase-11 significantly contributes to maintaining dual fuel bioenergetics- glycolysis and OXPHOS in macrophages potentially for cholesterol synthesis and trained immunity. Bone marrow macrophages were isolated from 3 WT and 3 Casp11^–/–^ mice and treated with palmitic acid (500 µM) for 8 hours then pulled for seahorse analysis. **(A)** Seahorse XF96 Extracellular Flux Analyzer to measure extracellular acidification rate (glycolysis) of Casp11^–/–^ vs WT BMDMs in palmitic acid supplemented medium. **(B)** Seahorse mitochondrial function assay of Casp11^–/–^ vs WT BMDMs in palmitic acid supplemented medium.*P < 0.0, ****p < 0.0001.

## 4 Discussion

Nonalcoholic fatty liver disease (NAFLD) is the second leading cause of liver transplantation in the United States, and with obesity driven NAFLD on the rise worldwide, there is a great need for NAFLD research and therapeutic development (134, 135). Hepatic macrophage (HMΦ) activation and recruitment are important factors in driving the inflammatory phase of NAFLD and NASH (21, 47–50). While inhibition of macrophage activation and recruitment significantly decreases liver inflammation in NAFLD animal models, this may have unintended side effects due to the prevention of the physiological roles of HMΦs (18, 19, 31, 41–43). Therefore, a more targeted approach is required. Anti-inflammasome therapeutics have been shown to be a viable treatment option for inflammatory metabolic disease (72). While these therapies focus on the canonical pyroptotic pathway, the caspase11-dependent pyroptosis pathway provides a novel target and pathway for the treatment of NAFLD.

Based on our and other’s previous publications (77, 114, 136), HFD is one of the major drivers of innate immune memory (trained immunity). Glycolysis, Acetyl CoA generation (cytosolic and OXPHOS generated), increased mevalonate pathway, increased glutaminolysis, TCA cycle metabolite accumulation such as fumarate, and the epigenetic modification have all been identified as critical pathways for establishing trained immunity in trained immune cells. Furthermore, the proinflammatory cytokines including tumor necrosis factor-α (TNF- α), IL-1β, and IL-16 are the major read outs for trained immunity. In addition, inflammasomes control the maturation and secretion of proinflammatory IL-1β and IL-18 through GSDMD pores on the cell membrane and induce an inflammatory cell death (pyroptosis) (137). Therefore, the metabolic reprograming such as glycolysis in trained immune cells enhanced the release of IL1β through N-terminal GSDMD pores and promotes pyroptosis”.

The role of caspase-11 in driving pyroptosis in the pathogenesis of NAFLD in methionine- and choline-deficient diet (MCD)-induced NAFLD mouse model has been demonstrated (76). However, the role of caspase-11 in driving pyroptosis in HFD-induced NAFLD mice model have not been studied which we reported in this manuscript. Our team previously examined the expression changes of macrophage markers, macrophage proinflammatory cytokines, and macrophage metabolism genes in 10 macrophage subsets in liver inflammatory diseases, digestive inflammatory diseases, type-1 and type-2 diabetes, metabolic syndrome, and familial hypercholesterolemia and demonstrated that liver inflammatory diseases have predominant M1 macrophage status. In addition, M1 macrophage status have a significant upregulation of proinflammatory cytokine IL-1β, which secreted during pyroptosis mechanisms (138) and also reported in our recent papers (77, 139). We also found that M1 macrophages related to metabolic diseases have a significant increase in glycolysis while M2 macrophages related to TCA cycle metabolites (46). Therefore, ECAR and OXPHOS are related to cholesterol biosynthesis *via* increasing M1 macrophage glycolysis and increased generation of acetyl CoA which is the initial and key molecule for cholesterol biosynthesis as well as M2 macrophages which increases TCA cycle metabolites. IL-1 β is a major driver and regulator for innate immune memory (trained immunity) which characterized by increased glycolysis, increased acetyl CoA generation, and increased cholesterol biosynthesis (88, 140, 141).

Given the central role of HMΦs in the progression of NAFLD (21, 47, 49, 50) and the significance of pyroptosis in both patients and animal models of NAFLD outlined in our recent publication (77), we hypothesize that caspase-11-dependent pyroptosis promotes NAFLD *via* glycolysis and OXPHOS dual fuel bioenergetics and bone marrow-derived macrophage pyroptosis. We performed histopathological analysis, RNA-seq and scRNA-seq data analysis, FACS, Western blots, Seahorse mitochondrial stress analyses of macrophages and bone marrow transplantation on HFD-induced NAFLD in WT and Casp11^–/–^ mice, we made the following findings: 1) HFD feeding for 12 weeks drives increases NAFLD in WT mice, which are transcriptionally distinct from NCD control mouse livers; 2) Noncanonical pyroptosis mediators including caspase-11, GSDMD, IL-1β, and GBPs are increased in response to HFD; 3) HFD promotes type-I, secretome dominant, caspase-11-GSDMD pyroptosis other than type-II, inflammatory cell death-dominant, caspase-11-GSDMD pyroptosis; 4) Casp11^–/–^ mice have decreased NAFLD (reduced NAS score, steatosis score and lobular inflammation) with no significant liver weight changes; 5) Caspase-11 deficiency significantly decreases liver IL-1β concentrations and GSDMD expression; 6) Caspase-11 deficiency significantly reprogram liver transcriptomes in NCD and HFD livers, attenuates hepatic macrophage pyroptosis in HFD-induced NAFLD; 7) caspase-11 cleaves GSDMD-NT in NCD livers more than that in HFD-induced NAFLD; 8) bone marrow-derived macrophages play more significant roles than liver resident monocytes/macrophages in facilitating pyroptosis; and 9) Caspase-11 significantly contributes to maintain dual fuel bioenergetics — glycolysis and OXPHOS in palmitic acid-stimulated macrophages potentially *via* promoting transition of M2 macrophages into M1 macrophages.

Based on our results, we propose a new working model; as shown in **Figure 6**, HFD increased hepatic lipid accumulation (steatosis). In addition, HFD promotes increase of gut microbiota Gram-negative bacteria-generated endotoxin LPS, leading to elevations in circulating LPS and metabolic endotoxemia (142), and increased LPS endocytosis (143) and cytosolic LPS. Furthermore, Gram-negative bacteria promoted by HFD enter the blood stream and enter cells, which are mediated by GBPs (144, 145) to increase intracellular bacteria and LPS to activate caspase-11. Caspase-11 activation is triggered by its interaction with LPS from Gram-negative bacteria. Being an initiator caspase, activated caspase-11 functions primarily through its cleavage of key substrates. GSDMD is the primary substrate of caspase-11, and the N-terminal GSDMD cleavage fragment generated (GSDMD-NT) leads to the formation of pores (protein channels) in the plasma membrane and secretion of caspase-1 produced IL-1β and other caspase-1 dependent secretomes and caspase-11-dependent secretomes (139, 146) into the extracellular space to promote liver inflammation (NASH), and subsequently increased hepatic pyroptosis and promotes NAFLD. Thus, caspase-11 functions as an intracellular sensor for LPS and an innate immune effector. Palmitic acid produced by lipolysis in HFD-fed mice activates caspase-11 and GSDMD cleavage. Furthermore, LPS-induced caspase-11 activation and GSDMD cleavage also maintain dual fuel bioenergetics — glycolysis and OXPHOS. Casp11^–/–^ decreases GSMDM cleavage and IL-1β secretion, reduces liver inflammation, and hepatic pyroptosis. These results provide novel insights on the roles of caspase-11-GSDMD pathway in promoting hepatic macrophage inflammation and pyroptosis and novel targets for future therapeutic interventions involving transition of NAFLD to NASH, hyperlipidemia, type-II diabetes, metabolic syndrome, atherosclerotic cardiovascular diseases, autoimmune diseases, liver transplantation, and hepatic cancers.

**Figure 6:**
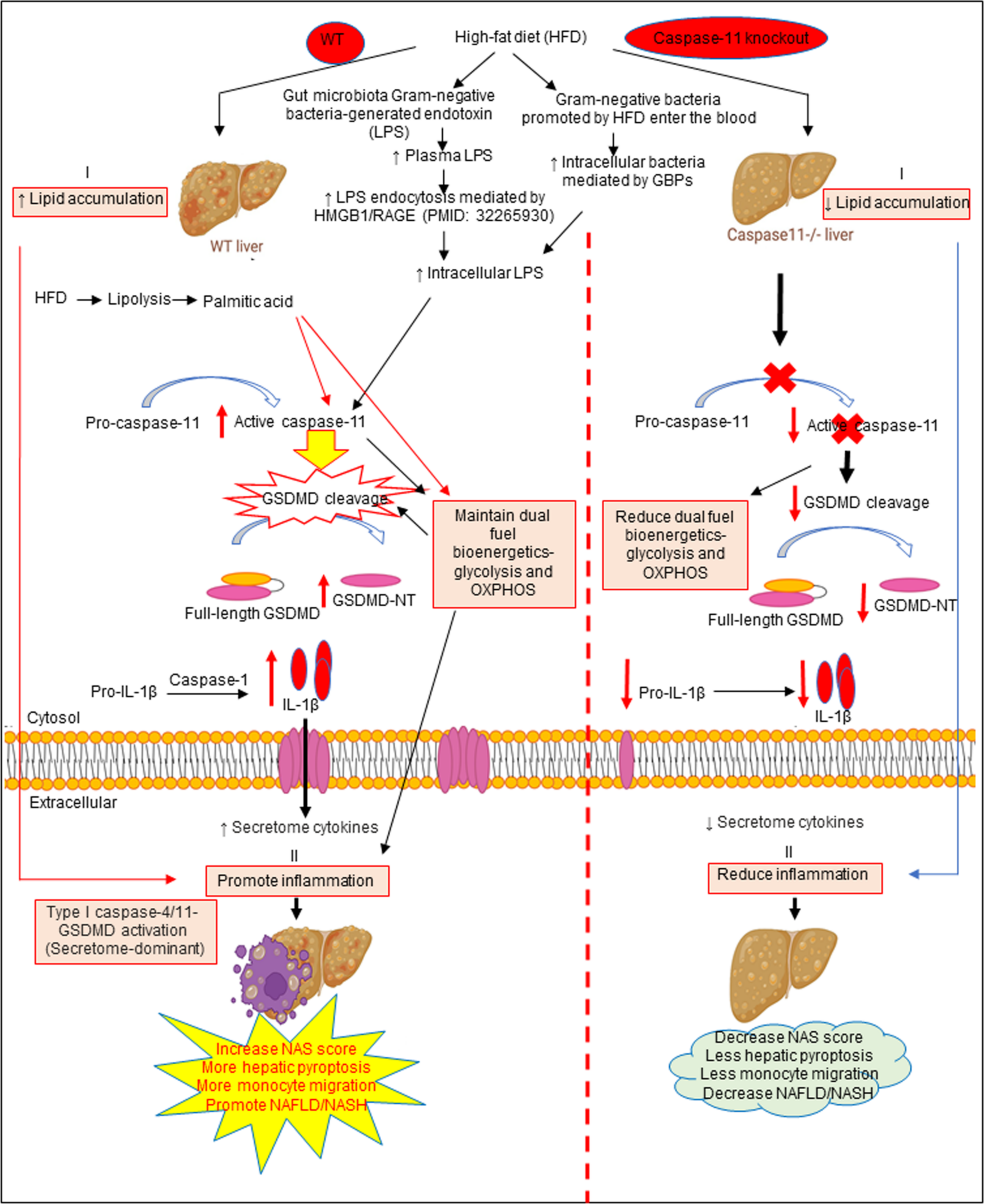
The working model showed that HFD increased hepatic lipid accumulation (steatosis). HFD promotes increased gut microbiota Gram-negative bacteria-generated endotoxin LPS leading to elevations in circulating LPS and metabolic endotoxemia and increased LPS endocytosis and intracellular LPS. Gram-negative bacteria promoted by HFD enter the bloodstream and enter cells which are mediated by GBPs to increase intracellular bacteria and LPS to activate caspase-11. Caspase-11 activation is triggered by its interaction with LPS from Gram-negative bacteria. Being an initiator caspase, activated caspase-11 functions primarily through its cleavage of key substrates. GSDMD is the primary substrate of caspase-11, and the GSDMD cleavage fragment generated (GSDMD-NT) leads to the formation of pores in the plasma membrane and secretion of caspase-1 produced IL-1B into the extracellular space to promote liver inflammation (NASH) and subsequently increased hepatic pyroptosis and promotes NAFLD. Thus, caspase-11 functions as an intracellular sensor for LPS and an immune effector. Palmitic acid produced by lipolysis in HFD-fed mice caspase-11 activation and GSDMD cleavage. Furthermore, LPS-induced caspase-11 activation and GSDMD cleavage also maintain dual fuel bioenergetics-glycolysis and OXPHOS and. Casp11^–/–^ decreased GSMDM cleavage and IL-1β secretion, reduced liver inflammation, and hepatic pyroptosis.

## Data availability statement

Our RNA sequencing data presented in the study are deposited in the NCBI’s Gene Expression Omnibus database repository, accession number GSE221005. Other RNA seq and single cell RNA seq data were obtained the NIH-NCBI-Gene database (https://www.ncbi.nlm.nih.gov/gene/837. Single Cell RNA-seq (scRNA-seq) Porter database from the MIT Broad Institute (https://singlecell.broadinstitute.org/single_cell/study/SCP1845/cross-tissue-immune-cell-analysis-reveals-tissue-specific-features-in-humans?genes=casp4&tab=distribution study-visualize were deposited in the ArrayExpress database at EMBL-EBI (www.ebi.ac.uk/arrayexpress) under accession number E-MTAB-11536).

## Ethics statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee (IACUC) and approved by the IACUC of Lewis Katz School of Medicine (LKSOM) at Temple University.

## Author contributions

CD and FS carried out the data gathering, data analysis and prepared the tables and figures. NJ, RC, YSu, KX, YSh, YL, HS, YZ, LY, JY, SW, NS, WH, JZ, YHZ, XJ, HW, aided with analysis of the data. XY supervised the experimental design, data analysis, and manuscript writing. All authors read and approved the final manuscript.

# Supplementary material for: Caspase-11 promotes high-fat diet-induced NAFLD by increasing glycolysis, OXPHOS, and pyroptosis in macrophages
**Source:** Front Immunol. 2023 Jan 26;14:1113883. doi: 10.3389/fimmu.2023.1113883
**Supplement:** Supplementary file 1

## Slide 1
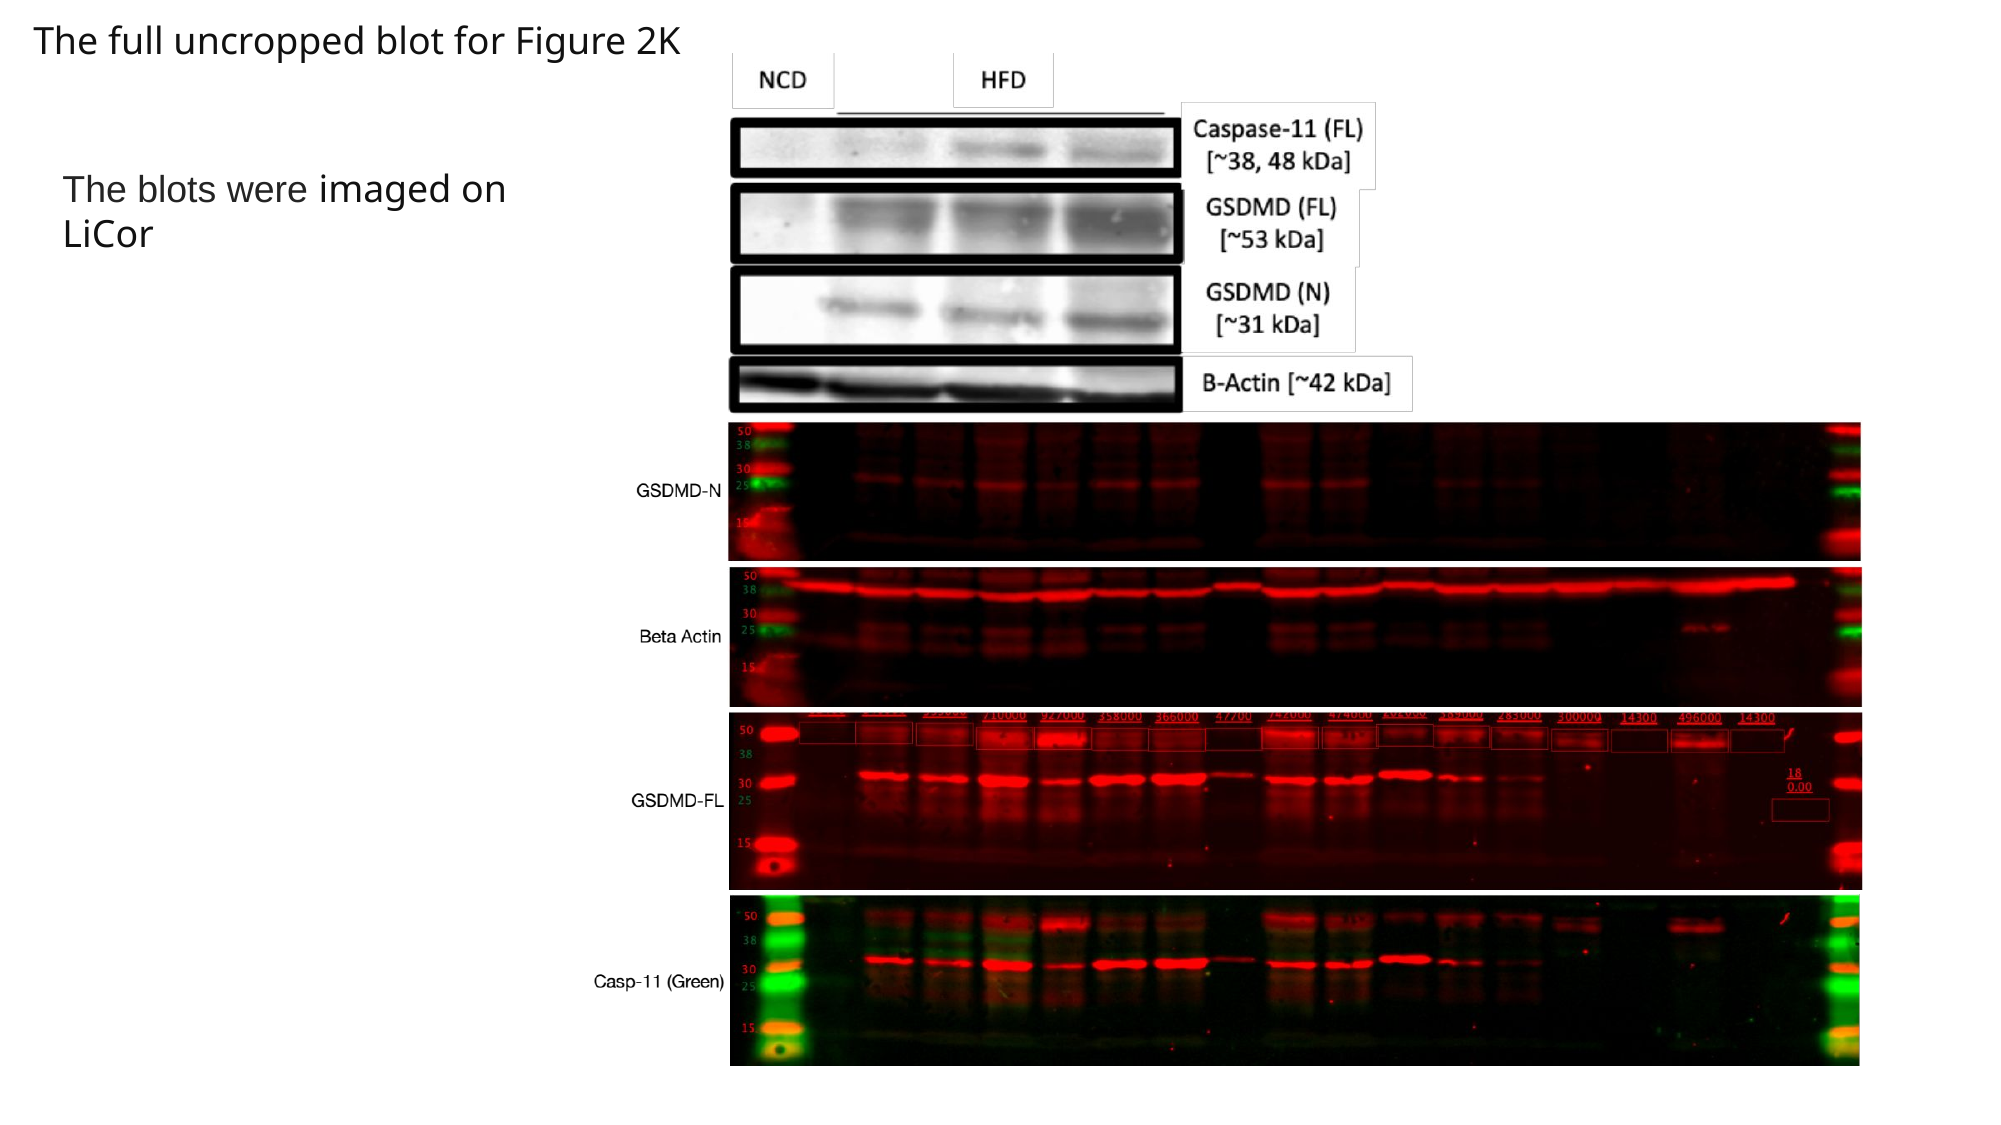

The full uncropped blot for Figure 2K
The blots were imaged on LiCor

## Slide 2
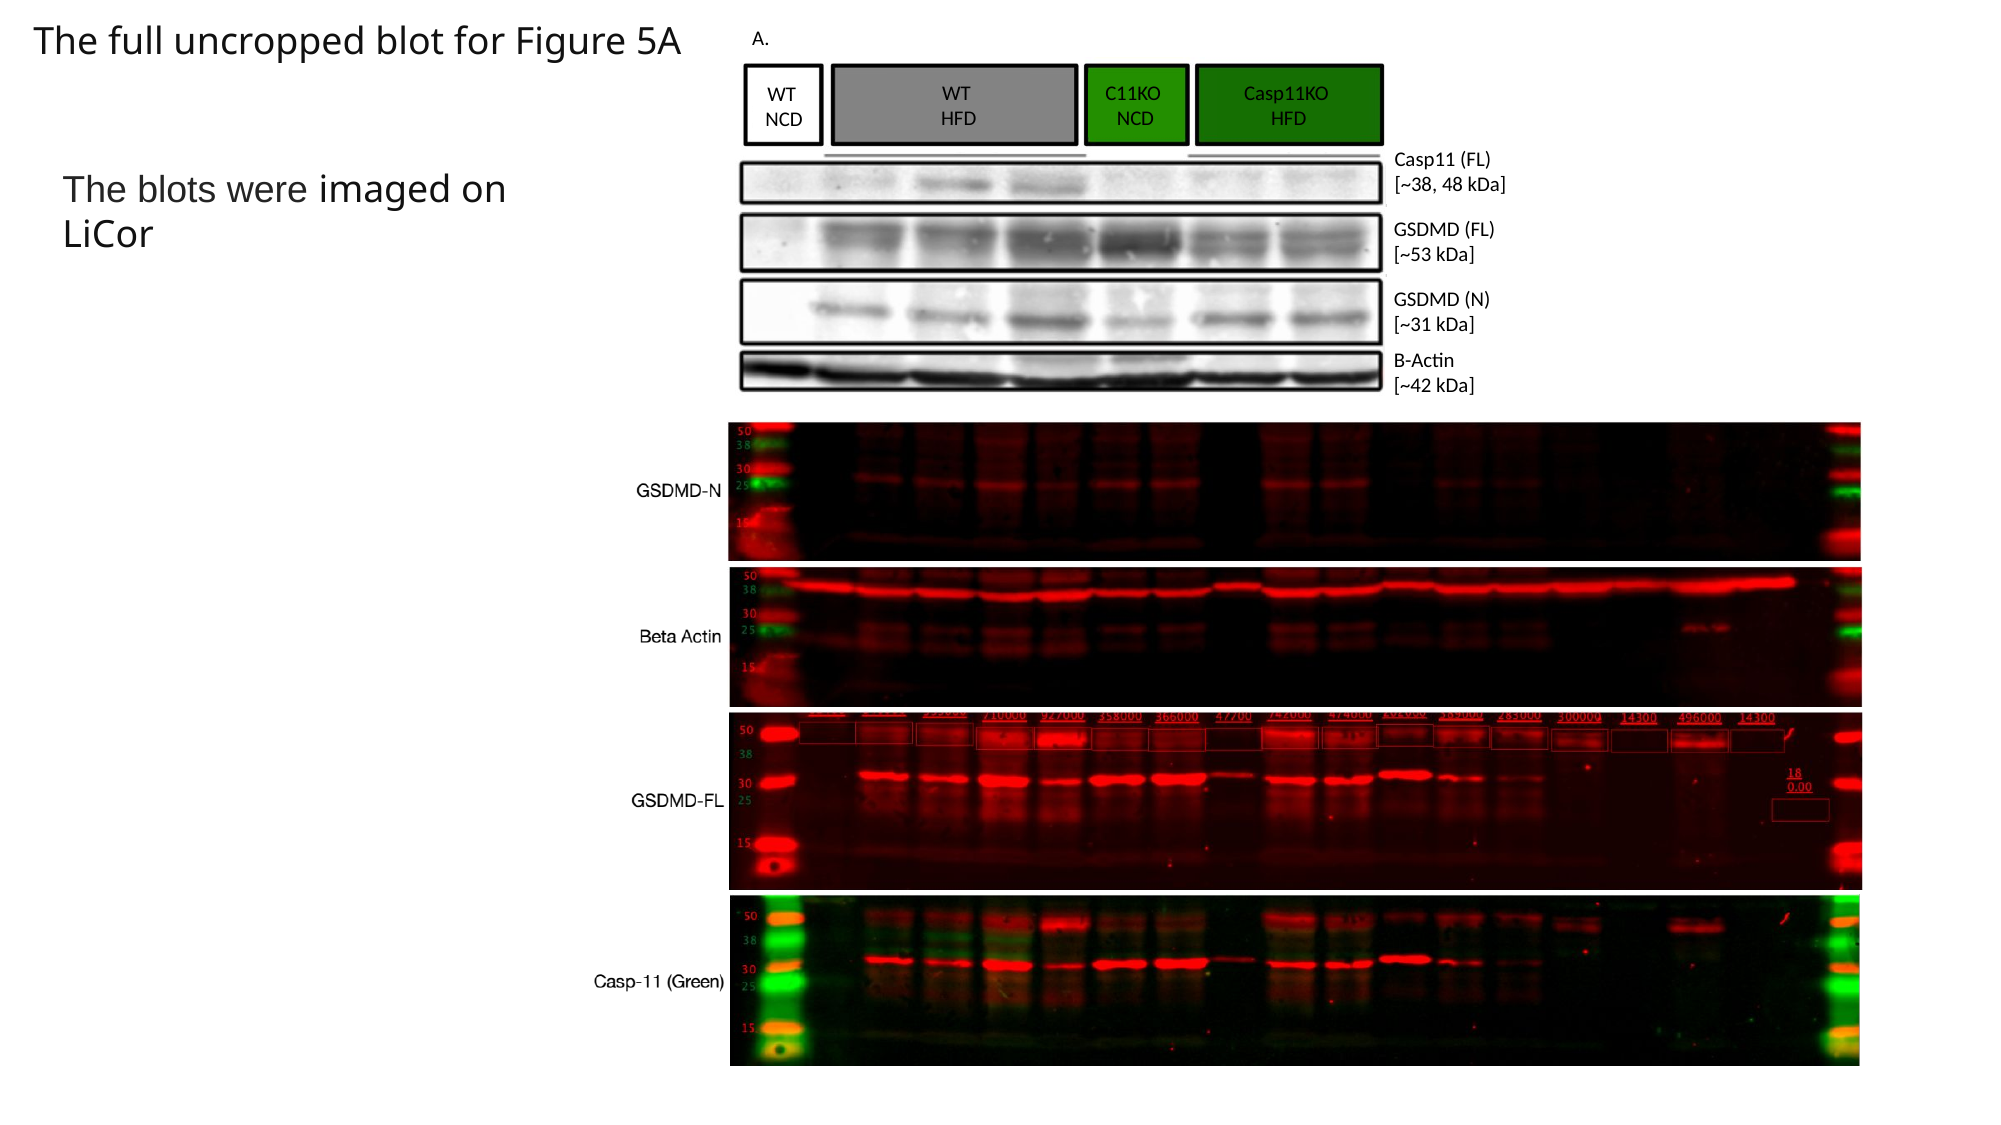

The full uncropped blot for Figure 5A
A.
WT
HFD
C11KO
NCD
Casp11KO
HFD
WT
NCD
Casp11 (FL)
[~38, 48 kDa]
GSDMD (FL)
[~53 kDa]
GSDMD (N)
[~31 kDa]
Β-Actin
[~42 kDa]
The blots were imaged on LiCor

How the deposited data were processed for this re-analysis (not part of the article)

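Total RNA of the immune cell fraction of the liver was sequenced from 12 mice, 3 in each of the groups WT-NCD, WT-HFD, Casp11-/- NCD and Casp11-/- HFD. The mice had been fed for 12 weeks with NCD (10.7% fat) or HFD (20% fat). The authors made random-primed stranded libraries, aligned single-end reads to mm10 with STAR and computed TPM in Qlucore Omics Explorer. The deposited files give 1 value per gene and library for 40840 genes. The authors computed these score values as TPM before deposition, and they are not on a log scale. The lowest value in every file is 1.01, so low values appear to have been raised to a floor, a step that the paper's text does not name. Their total per library, 1000353 to 1022495, was above the fixed total of TPM, as raising low values to a floor would make it. No counts of reads are given, so the depth of each library and the counting error of each value are unknown. The read depth stated in the paper's methods is not in the values.

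Gene symbols were matched to the RefSeq annotation of GRCm38 (39350 genes) for gene types and to GENCODE vM21 (30078 genes) for coordinates and exonic lengths. RefSeq listed 21702 of the genes as protein-coding, and 20860 of these (96.1%) had an exonic length. No pair of libraries held identical values (0 pairs).

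Groups were compared with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with a trend of the spread on the mean and a shared spread for the 4 groups. A planned filter of at least 1 TPM in 3 libraries would have removed no gene, since the floor lies above it, so genes above the floor in at least 3 libraries were tested (19498 genes). The comparisons were HFD with NCD within each genotype, the genotypes within each diet, and the interaction of diet and genotype. All tests were two-sided. Adjusted p-values follow Benjamini and Hochberg over all genes tested, and calls were made at an adjusted p under 0.05. The number of genes at an unadjusted p of at most 0.01 and a fold change of at least 1.5 was also taken for WT mice, as in the paper's text. Gene lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The lists were the paper's marker genes, 5 of its caspase-11 pathway genes and 21 lists of cell types and pathways written from general knowledge. These 21 covered Kupffer cells, monocytes, neutrophils, B cells, T cells, NK cells, dendritic cells, hepatocytes, sinusoidal endothelial cells, stellate cells, cholangiocytes, erythroid cells, glycolysis, oxidative phosphorylation (nuclear and mitochondrial genes), cholesterol biosynthesis, fatty acid β-oxidation, interferon-stimulated genes, immediate early genes, sex-specific genes and genes near Casp4.

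The separation of groups was measured as the share of squared distances that lay between groups (PERMANOVA), with exact permutation tests. Principal components were computed on the same values. These steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9, and random draws used the seed 20230126.

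Except for the separations by diet or genotype alone, the comparisons were set before the data were examined. So were the lists, the rule for naming genes and most alternatives. The list of pathway genes was shortened afterwards, for a reason unrelated to its values. By that rule, the text names genes that the paper names in its RNA-seq results, the 5 genes of smallest p in each direction whose adjusted p is under 0.05 and whose groups do not overlap, and Xist and Ddx3y as a check of sex. Genes outside the rule are said to have been chosen after their values were seen.

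The alternatives were no filter beyond 1 value above the floor, a filter in every library, a spread from the 2 groups compared, a block by replicate number, pseudocounts of 0.1 and 0.01, removal of the 1% of genes with the highest mean, each library left out in turn, a limit on p of 0.05, and an ordinary F test per gene. For the separation of groups, the 500 genes of highest variance were used as well. Rescaling the protein-coding genes to a common total, alone or without WT-NCD replicate 3, was added after the data were seen. All 12 libraries were kept in the analysis, and WT-NCD replicate 3, whose values differ in kind from the others, was among the libraries left out in turn.

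The limma steps were tested on simulated data with the spread of all 12 libraries, in which 200 of 19498 genes were changed in 1 group. Of these genes, 42% were recovered, with 80% at a log2 change of 6, 64% at 4 and 24% at 2, and 2 unchanged genes were called. With the spread of the 11 libraries without WT-NCD replicate 3, where 200 of 17950 genes were changed, 65.5% were recovered, with 98% at a log2 change of 6, 96% at 4 and 48% at 2, and 4 unchanged genes were called. In these simulations, 4.81% and 5.15% of the unchanged genes had an unadjusted p under 0.05. The simulated values varied independently between genes and libraries. No simulated library stood apart in most genes, as WT-NCD replicate 3 did, so these rates may not hold for the real values.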

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

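The tests of explanations in this part were chosen only after the result was seen, apart from the test of small nucleolar RNA as a class and the test of gene length behind Ddx3y. Within the 6 NCD and the 6 HFD libraries, 18 sets of values were tested for a library far from the others with Dixon's criterion at its limit for 6 libraries. Of these, 5 passed the limit, where chance gives 0.9.

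WT-NCD replicate 3 lay far from the other NCD libraries in 3 measures. It had 39677 genes above the floor, its 10 highest genes held 1.34% of the TPM, and the rank correlation of its TPM with exonic length was −0.766. Few reads in the library would leave more genes at the floor, whereas 39677 were above it. RNA of another tissue or cell type would bring abundant transcripts of its own, but the 10 highest genes held 1.34% of the TPM, against 47.9% to 79.3% in the other libraries. Genomic DNA gives reads in proportion to length and hence a level TPM, whereas the slope of log2 TPM on log2 exonic length was −0.80. A candidate explanation is that the values were set by gene length. Among 3891 protein-coding genes with a single transcript, the product of TPM and exonic length was within 10% of the library's median for 64.7%, against at most 7.76% in any other library. Nearly equal numbers of reads on most genes would give this, but the step that may have produced it stays open. The design names no condition that sets this library apart from its group, and no biological explanation was tested.

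The share of TPM on U3 RNA, in genes that the paper does not discuss, was 40.2% ± 13.2 in the HFD libraries and 2.50% ± 1.74 in the NCD libraries (SD, n = 6 each). Reads shared between the 5 U3 copies would leave their summed share unchanged, whereas the lowest summed share on HFD was 25.8% and the highest on NCD was 4.84%. A gain of abundant structured RNA as a class could raise 7SK RNA too. The highest 7SK share on HFD, 5.32%, was below its lowest on NCD without WT-NCD replicate 3, 6.69%. Shares of a fixed total fall as the U3 share rises, so this test cannot exclude such a gain. The shares of 7SL RNA overlapped, at 12.4% to 35.8% on HFD and 14.5% to 52.8% on NCD. A gain of small nucleolar RNA as a class stays open, and the size of its part cannot be told. The median log2 fold change of 133 other small nucleolar RNA genes was 0.37 in WT mice without WT-NCD replicate 3 and 0.13 in the libraries labelled Casp11-/-, with 127 and 120 genes higher. Library means of these genes overlapped between the diets, at 1.67 to 2.50 on HFD and 1.57 to 2.23 on NCD in log2(TPM + 1). At such low values, log2 fold changes on this scale understate the change. By contrast, the U3 gene Snord3b4 had log2 fold changes of 3.83 and 3.73 in these comparisons, and the U3 gene Snord3b3 had 4.21 and 4.05. Both genes were chosen after their values were seen. Without WT-NCD replicate 3, the limma adjusted p was 0.131 and 0.0925 for Snord3b4 and 0.0240 and 0.0294 for Snord3b3. With all libraries, it was at least 0.745 for both genes. No batch is given for any library. U3 RNA thus differed between the diets, but whether the diet or an unrecorded difference between the groups caused this was not tested and is open.

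Xist, which is transcribed from the inactive X chromosome of female cells, was at 162.8 TPM in the library labelled Casp11-/- HFD replicate 3 and at most 1.92 TPM in the other 11. The paper describes the mice as male. Male and female material mixed in one library would leave Y-linked transcripts, but Ddx3y was at the floor, which is 11.3% of its lowest value in the other libraries without WT-NCD replicate 3 (8.93 TPM). A female mouse is consistent with 0 of 4 Y-linked genes above the floor in this library, against 4 of 4 in each of the other libraries except WT-NCD replicate 3. Whether a library of another mouse carries this label cannot be told apart from a female mouse in the group, since its U3 share of 25.8% places it with the HFD libraries but does not identify the animal. Sex is not a condition of the design, so no biological explanation of other genes by sex was tested.

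Ddx3y, a Y-linked gene, was at 52.0 TPM in the library labelled Casp11-/- NCD replicate 3 and at 2.74 to 14.5 TPM in the other NCD libraries. All 4 Y-linked genes had their highest value there. A larger share of TPM on protein-coding genes in that library would raise them alike, but with protein-coding genes rescaled to a common total Ddx3y was at 121, which is 288% of the highest value in the other NCD libraries without WT-NCD replicate 3 (41.8). Longer genes raised in that library would raise genes of similar length and mean as much. For Ddx3y the log2 excess over the other NCD libraries without WT-NCD replicate 3 was 2.09, and for 1492 such genes its median was 0.80, which put Ddx3y at percentile 98.9. No tested explanation remains, and the cause stays open. The design names no condition that sets this library apart from its group, so no biological explanation was tested.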

How the results depend on the processing

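The rescaling of protein-coding genes to a common total, alone or without WT-NCD replicate 3, the fits without that library for comparisons it is not part of, and the F test without it were chosen only after the results were seen. The alternatives that need counts (DESeq2 with its size factors, library size alone, upper quartile scaling and limma on log2 CPM) were not run, because the files hold no counts. Library weights estimated by limma did not converge and were not used.

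The comparisons gave 13 results, for which 176 values under alternatives kept their direction and their side of the threshold or stayed within the limit for counts. Of the other values, 31 moved, 1 lost its threshold and 1 passed it. Of the 13 results, 4 held throughout. Single genes gave 48 results and 705 values, of which 591 kept direction and side of the threshold, 56 lost the threshold, 45 passed it and 13 reversed. Of these 48 results, 16 held throughout.

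The median of the NASH-associated macrophage markers stayed between 1.34 and 3.02 and that of the healthy macrophage markers between 1.57 and 3.17. The Fig. 3A markers stayed between 2.46 and 4.15 in WT mice and between 2.07 and 3.10 in the libraries labelled Casp11-/-. All camera p of these medians with the preset correlation were under 0.05. The number of genes at an unadjusted p of at most 0.01 in WT mice was 404 with all libraries and ran from 196 to 927 across the 6 fits that each left out one replicate, with the highest without WT-NCD replicate 3. It was 221 without WT-HFD replicate 1 and 196 without WT-HFD replicate 2. It was 1354 with a limit of 0.05, where more genes can pass, and 789 with protein-coding genes rescaled and no WT-NCD replicate 3. The ordinary F test gave 528, and 508 without that library.

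At an adjusted p under 0.05, the 22 genes of WT mice became 72 with the filter in every library, 39 with pseudocount 0.1, 39 with pseudocount 0.01, 13 with protein-coding genes rescaled and 118 with that and no WT-NCD replicate 3. Of the 72, 4 were among the 22, and all 22 were among each 39. The number was 0 with a spread from the 2 groups (1192 at an unadjusted p under 0.05), 0 with the replicate block (1409) and 0 without the 1% of genes with the highest mean (2159). It ran from 0 to 391 across the fits that each left out one replicate. It was 391, with all 22 among them, without WT-NCD replicate 3. It was 1 without WT-HFD replicate 2, Cd5l, and 0 without each of the other 4, with 771 to 3885 genes at an unadjusted p under 0.05. The cause was not tested.

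For HFD against NCD in the libraries labelled Casp11-/-, 0 genes passed with all libraries (1653 at an unadjusted p under 0.05). The number was 300 with a spread from the 2 groups, which leaves WT-NCD replicate 3 out of the fit, and 436, of which 325 were higher, with protein-coding genes rescaled and no WT-NCD replicate 3. It was 2 with the filter in every library (Igkv15-103 and Igkv4-53, chosen after their values were seen) and 2 with protein-coding genes rescaled (Cd5l and Clec4f). Leaving out one replicate gave 0 to 198, with 198 without WT-NCD replicate 3 and 1 without Casp11-/- NCD replicate 2 (Muc1, chosen after its value was seen). Between the genotypes on NCD, 0 genes (293 at an unadjusted p under 0.05) became 0 to 10 with one replicate left out, and 10 without WT-NCD replicate 3. On HFD, 0 genes (30 at an unadjusted p under 0.05) became 15 with a spread from the 2 groups. For the interaction, 0 genes (154 at an unadjusted p under 0.05) became 1 with the filter in every library (Igfbp1, chosen after its value was seen), and 0 to 1 with one replicate left out, with 1 without WT-NCD replicate 3 (Igkv3-9). The cause was not tested.

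The median of the caspase-11 pathway genes, 1.13 with all libraries, ran from 0.44 to 1.51 with one replicate left out, and the camera p was 0.0527 without WT-NCD replicate 3, where the median was 0.44. The range of this p over all alternatives was 9.46e-11 to 0.0527. Among the tests of cell type and pathway lists, 45 of 100 had an adjusted p under 0.05 with camera at its preset correlation, 0 with camera at an estimated correlation and 1 with fry. With one replicate left out this number ran from 32 to 54. The separation of the 4 groups, 28.6% with all libraries, ran from 26.7% to 49.9% with one replicate left out, with the highest without WT-NCD replicate 3. It was 46.9% with protein-coding genes rescaled and no WT-NCD replicate 3 (exact permutation p = 0.0290), and the permutation p ranged from 0.0290 to 0.628 over the alternatives.

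Directions reversed for 6 genes between WT-HFD and WT-NCD, each with an adjusted p above 0.05 in these settings. Without the 1% of genes with the highest mean, the log2 fold change became 0.87 for Ms4a7 (−0.33 with all genes), 0.97 for Il18 (−0.24), 0.68 for Casp4 (−0.57), 0.79 for Gsdmd (−0.46) and 1.00 for Tyk2 (−0.25). This rescaling moved the median of all genes from −0.51 to 0.58. With protein-coding genes rescaled and no WT-NCD replicate 3, Ms4a7 was at 1.12 and Il18 at 0.45. With protein-coding genes rescaled and all libraries, Tyk2 was at 0.091. With one replicate left out, the log2 fold change ran from −0.69 to 0.37 for Ms4a7, from −1.16 to 0.34 for Tyk2 and from −0.20 to 0.76 for Mmp12. The reversal came without WT-NCD replicate 3 for Ms4a7 (0.37) and without WT-HFD replicate 3 for Mmp12 (−0.20). For Tyk2 it came without WT-NCD replicate 1 (0.05), WT-NCD replicate 2 (0.34) and WT-HFD replicate 2 (0.06). The cause was not tested.

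Replicate numbers did not pair the mice. After removal of group means, libraries of the same number had r of −0.642 to 0.470 (median −0.113, 18 pairs) and those of other numbers −0.645 to 0.662 (median 0.0859). These correlations are across genes, which are not independent replicates. Because the files hold no counts, the counting error of genes near the floor cannot be given, and changes between values at the floor cannot be seen.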

Differences from the paper's values

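The F test without WT-NCD replicate 3 and the rescaling of protein-coding genes were chosen only after the results were seen. In WT mice, 404 genes passed an unadjusted p of at most 0.01 and a fold change of at least 1.5, against the paper's 3895 genes. None of the alternatives set before the data were examined came within the limit for a difference, and the nearest was 1354 with a limit on p of 0.05. The number of genes higher on HFD was 26, against the paper's 2918. At the same limits, none of these alternatives closed this gap. The nearest was 358 without the 1% of genes with the highest mean, and the nearest added after seeing the values was 509 with protein-coding genes rescaled and no WT-NCD replicate 3. The number of genes lower on HFD was 378, against the paper's 977. Of the alternatives set before the data were examined, 871 genes without WT-NCD replicate 3 and 1220 genes with a limit on p of 0.05 were within 1.5 times the paper's number, and the others were not. Counts at an unadjusted p under 0.05 with no limit on the fold change were set against the paper's numbers only after the values were seen. Without the 1% of genes with the highest mean, 2012 genes were then higher and 147 lower, the former within 1.5 times the paper's 2918. The total was within 1.5 times the paper's 3895 without WT-NCD replicate 1 (3885), 2 (3547) and 3 (2734), but 216, 171 and 171 of these genes were higher. The number lower was within 1.5 times the paper's 977 with all libraries (1223) and under the other settings (721 to 1322), except without the 1% of genes with the highest mean, without each of the 3 WT-NCD replicates (3669, 3376 and 2563) and without WT-HFD replicate 2 (531).

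The second principal component carried 16.6% of the variance over all genes tested, against about 8% in Fig. 1L, read by eye. None of the alternatives closed this gap. The paper's legend states that its plot used genes that differed significantly, and no alternative used that choice. The shares of variance of this and the third component are therefore not over the same genes as the paper's. The third component carried 4.00%, against about 6% in Fig. 1L, read by eye. Of the alternatives set before the data were examined, the filter in every library (7.12%), a pseudocount of 0.1 (4.13%) and the fits without WT-NCD replicate 3 (6.69%), WT-HFD replicates 1 (4.39%) and 2 (4.15%) and Casp11-/- HFD replicates 1 (4.49%), 2 (4.09%) and 3 (4.01%) were within the limit for a difference. The 500 genes of highest variance and the fits without each of the other libraries were not.

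The paper states that Ms4a7 was higher in WT mice on HFD, and its log2 fold change was −0.33. It was positive without WT-NCD replicate 3 (0.37), without the 1% of genes with the highest mean (0.87) and, in a setting chosen after seeing the values, with protein-coding genes rescaled and no WT-NCD replicate 3 (1.12). The paper states that Il18 was significantly higher, and its log2 fold change was −0.24. It was positive without the 1% of genes with the highest mean (0.97) and with protein-coding genes rescaled and no WT-NCD replicate 3 (0.45), the latter chosen after seeing the values. The paper also gives Gbp2, Gbp4, Gbp5 and Gbp7 as significantly higher, and their limma adjusted p was above 0.05. One setting, protein-coding genes rescaled and no WT-NCD replicate 3, chosen after seeing the values, gave Gbp7 a limma adjusted p of 0.0349, in a range over the alternatives of 0.0349 to 0.713.

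Of the 14 NASH-associated macrophage markers in WT mice, Cd5l alone had a limma adjusted p under 0.05 with all libraries. Other settings called more of them. The filter in every library called Cd5l, Clec4f and Lpl, and pseudocounts of 0.1 and 0.01 called Cd5l and Clec4f. Without WT-NCD replicate 3, the genes called were Cd5l, Clec4f, Lpl, Fabp7 and C1qb. In settings chosen after seeing the values, protein-coding genes rescaled called Cd5l, Clec4f, Lpl and C1qb, and the same rescaling without WT-NCD replicate 3 called these 4 as well as Fabp7, Ccl24 and Il18bp. Among the 10 healthy macrophage markers, 0 were called with all libraries, where 8 had an unadjusted p under 0.05. Slc40a1, Marco and Cxcl13 were called without WT-NCD replicate 3. Protein-coding genes rescaled, chosen after seeing the values, called Slc40a1, and without WT-NCD replicate 3 also Marco, Cxcl13, Cd163 and Fcna. In the libraries labelled Casp11-/-, 0 of the 6 markers of Fig. 3A were called with all libraries, where the limma adjusted p of Cd5l was 0.409. A spread from the 2 groups called Cd5l, Clec4f, C1qb and Folr2, as did the fit without WT-NCD replicate 3, chosen after seeing the values. Protein-coding genes rescaled, chosen after seeing the values, called Cd5l and Clec4f, and all 6 without WT-NCD replicate 3. Folr2 in WT mice was called without WT-NCD replicate 3 and, chosen after seeing the values, with protein-coding genes rescaled as well.

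The paper states that caspase-11 deficiency significantly changed liver transcriptomes on NCD and HFD. Between the genotypes as labelled, 0 genes had a limma adjusted p under 0.05 on NCD and 0 on HFD, with 293 and 30 at an unadjusted p under 0.05, and 581 and 135 without WT-NCD replicate 3. The settings that called genes were the fit without WT-NCD replicate 3 on NCD (10 genes) and a spread from the 2 groups on HFD (15 genes).

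The paper's text gives a limit on p of 0.01 for the genes of Fig. 1M and its legend gives 0.05. The text's list of NASH-associated macrophage markers holds 14 genes, fewer than the text states, because it gives Mmp12 more than once. It describes Ear2 as nuclear receptor subfamily 2 group F member 6, which is the gene Nr2f6. The log2 fold change in WT mice was 1.38 for Ear2 and 0.24 for Nr2f6.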

Other observations

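The tests of explanations in this part were chosen only after the result was seen, apart from the share between groups in genes chosen by group. More genes were lower than higher on HFD in WT mice, since 6.44% of the 404 calls were higher. With protein-coding genes rescaled to a common total, 63% of 573 calls were higher, and the median log2 fold change was −0.00 over the 12796 genes tested, against −0.51 over 19498 genes of all types as deposited. Rescaling brings the genes of every library to one total whatever the cause, so dilution of the other genes by the U3 share and a loss of transcripts per cell cannot be told apart.

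Other splits of the same 6 WT libraries were tested in the same way. The 404 genes were reached by 2 of the 10 splits, the real one included, and the largest number was 937. The 22 genes at an adjusted p under 0.05 were reached by 1 of the 10, the real split. For HFD against NCD in the libraries labelled Casp11-/- (0 genes, 1653 at an unadjusted p under 0.05), for the genotypes on NCD (0 genes, 293 unadjusted, with up to 14 genes in another split) and for the genotypes on HFD (0 genes, 30 unadjusted), 10 of 10 splits had as many. For the interaction (0 genes, 154 unadjusted), 100 of 100 did. Every split has at least 0 genes, so the splits show nothing for these 4 comparisons. With 10 splits, a share under 0.1 cannot be reached.

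Immunoglobulin genes, 395 in number, held 0.240% to 0.619% of the TPM on HFD and 0.764% to 8.13% on NCD, with 3.75% in WT-NCD replicate 3. Dilution of the other genes by the U3 share would leave their ratio to protein-coding genes unchanged. The lowest ratio on NCD without WT-NCD replicate 3 was 3.42% and the highest on HFD was 2.46%. Reads shared between immunoglobulin genes would not alter their summed share, whose highest value on HFD was 0.619%. Fewer B cells in the fraction on HFD may account for the pattern. The 9 B cell markers other than immunoglobulin genes had a median log2 fold change of −1.65 in WT mice and −1.72 in the libraries labelled Casp11-/-, with protein-coding genes rescaled and no WT-NCD replicate 3, and 9 of 9 were lower in each. An effect of the diet on B cells and a difference in the isolation of the fraction are both open.

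The list of 11 Kupffer cell markers, of which the paper names 5, was higher on HFD. Dilution by the U3 share would lower these genes, and their median log2 fold change in WT mice was 1.74 as deposited. The library WT-NCD replicate 3 is not the whole cause, since the median was 2.14 without it. Taken alone, a lower share of a cell type that is not lymphoid would raise the T cell and NK cell lists too. Their highest median in the 2 genotypes was −0.59 with protein-coding genes rescaled and no WT-NCD replicate 3. A lower lymphoid share at the same time could hide such a rise, so a loss of such a cell type as part of the cause is open. A lower share of lymphoid cells as the whole cause would raise the other lists as much as the Kupffer cell list. In the same values, the mean of the Kupffer cell list less that of each of 8 other lists that are not lymphoid, as a median over these lists, was at least −0.61 in log2 in the HFD libraries and at most −1.34 in the NCD libraries. The diets were apart for 5 of the 8 lists and overlapped for neutrophils, hepatocytes and sinusoidal endothelial cells, so a lower lymphoid share as part of the cause is open. More Kupffer cells and more transcript per cell cannot be told apart in RNA of a mixed fraction, where 11 of 11 markers were higher in WT mice without WT-NCD replicate 3.

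Casp4 was not clearly lower in the libraries labelled Casp11-/-. On NCD the log2 fold change was −0.89 with all libraries and −1.08 without WT-NCD replicate 3. It was −1.06 with protein-coding genes rescaled as well, chosen after the values were seen, and its unadjusted limma p was under 0.05. The limma adjusted p was 0.284 to 1 over the alternatives, and a value at its upper limit decides nothing. Whether WT-NCD replicate 3 hid a difference on NCD is open. A transcript made from the disrupted allele and a mouse of another genotype cannot be told apart, because TPM per gene does not give exons, and 2 of the 6 libraries labelled Casp11-/- were within the WT range.

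Groups were also compared in genes chosen for differing between them, as for the plot of principal components in the paper. Over the 438 genes with an unadjusted p under 0.01, 81.3% of the squared distance lay between the groups. Choice of genes by the group labels sets a high share for any grouping, and random groupings with genes chosen alike gave a median of 78.8% (76.1% to 85.3%), with 4 of 100 as large. Random groupings had a median of 38.5 genes chosen, and 1 of 100 had as many as 438. The share was 84.7% over 589 genes without WT-NCD replicate 3, and 16 of 100 random groupings had as large a share. They had a median of 64.5 genes chosen, and 16 of 100 had as many as 589.

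The lists of cell types and pathways had these median log2 fold changes between HFD and NCD without WT-NCD replicate 3, first in WT mice and then in the libraries labelled Casp11-/-. Kupffer cells were at 2.14 and 1.72, sinusoidal endothelial cells at 0.50 and 2.04, stellate cells at 0.36 and 0.59 and interferon-stimulated genes at 0.25 and 0.13. B cells were at −2.35 and −2.27, T cells at −1.15 and −1.30, NK cells at −1.36 and −1.08, erythroid cells at −2.21 and −3.25, cholesterol biosynthesis at −1.03 and −1.10 and immediate early genes at −1.56 and −0.71. These lists kept their direction with protein-coding genes rescaled. Other lists changed direction between scalings or genotypes. Neutrophils were at −1.29 and 0.10, monocytes at −0.54 and −0.61, dendritic cells at 0.06 and −0.61, hepatocytes at −0.17 and 0.93, cholangiocytes at −0.15 and −1.07, glycolysis at −0.68 and −0.45, nuclear oxidative phosphorylation at −0.70 and −0.61, fatty acid β-oxidation at −0.31 and −0.29, sex-specific genes at 0.19 and −1.36 and genes near Casp4 at −0.07 and −0.53. With protein-coding genes rescaled, the WT medians became 0.18 for monocytes, 0.58 for hepatocytes, 0.53 for cholangiocytes, 0.03 for oxidative phosphorylation, 0.40 for fatty acid β-oxidation and 0.54 for genes near Casp4, and in the libraries labelled Casp11-/- glycolysis became 0.04 and fatty acid β-oxidation 0.26. The median of all genes tested was −0.27 in WT mice without WT-NCD replicate 3, and that of the protein-coding genes tested was 0.10 with these rescaled as well. The hepatocyte gene Alb, chosen after its values were seen, was at 4445 to 18318 TPM in 11 libraries and at 6.46 TPM in WT-NCD replicate 3. In the main analysis with all 12 libraries, the WT medians of hepatocytes, sinusoidal endothelial cells, monocytes, fatty acid β-oxidation and cholangiocytes were 1.68, 1.61, 0.30, 0.09 and −0.39. The mitochondrial genes of oxidative phosphorylation were not in the files (0 of 13).

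Under fry, adjusted over all list tests, Kupffer cells alone passed 0.05 in the main analysis with all libraries, in WT mice (0.0212). Without WT-NCD replicate 3 the lists that passed in both genotypes were Kupffer cells (0.0344 and 0.0479), NK cells (0.0344 and 0.0479) and cholesterol biosynthesis (0.0479 and 0.0344). Camera with an estimated correlation gave 0 lists. The paper names 3 of the 18 interferon-stimulated genes and 2 of the 28 genes near Casp4. Between the genotypes, the cholesterol biosynthesis list, which the paper discusses, had medians of 0.01 on NCD and −0.10 on HFD without WT-NCD replicate 3, and the fatty acid β-oxidation list had −0.01 and 0.03. In the main analysis, the NCD medians were 0.43 and 0.49. None of these passed 0.05 under fry.

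Transcripts of other genes that the paper discusses were compared between WT-HFD and WT-NCD. Tyk2, on chromosome 9 from 21104068 to 21131243, was at 15.9 ± 12.5 TPM on NCD and 10.1 ± 4.85 TPM on HFD (SD, n = 3 each), with a limma adjusted p of 0.878. Gsdmd, on chromosome 15 from 75862327 to 75867408, was at 12.1 ± 5.27 and 8.39 ± 3.70 TPM (SD, n = 3 each; limma adjusted p = 0.674). Casp4 had a log2 fold change of −0.57 (limma adjusted p = 0.601). Il1b had one of 0.95 (limma adjusted p = 0.614), and 0.04 without WT-NCD replicate 3. Adgre1, which encodes F4/80, had 1.88 (limma adjusted p = 0.513), and 1.26 without that library.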
